# ID1 and CEBPA coordinate epidermal progenitor cell differentiation

**DOI:** 10.1242/dev.201262

**Published:** 2022-11-16

**Authors:** Christina Geraldine Kantzer, Wei Yang, David Grommisch, Kim Vikhe Patil, Kylie Hin-Man Mak, Vera Shirokova, Maria Genander

**Keywords:** CEBPA, ID1, Differentiation, Epidermal development, Progenitor cell, Transcriptional effectors, Mouse

## Abstract

The regulatory circuits that coordinate epidermal differentiation during development are still not fully understood. Here, we report that the transcriptional regulator ID1 is enriched in mouse basal epidermal progenitor cells and find ID1 expression to be diminished upon differentiation. *In utero* silencing of *Id1* impairs progenitor cell proliferation, leads to precocious delamination of targeted progenitor cells and enables differentiated keratinocytes to retain progenitor markers and characteristics. Transcriptional profiling suggests that ID1 acts by mediating adhesion to the basement membrane while inhibiting spinous layer differentiation. Co-immunoprecipitation reveals ID1 binding to transcriptional regulators of the class I bHLH family. We localize bHLH *Tcf3*, *Tcf4* and *Tcf12* to epidermal progenitor cells during epidermal stratification and establish TCF3 as a downstream effector of ID1-mediated epidermal proliferation. Finally, we identify crosstalk between CEBPA, a known mediator of epidermal differentiation, and *Id1*, and demonstrate that CEBPA antagonizes BMP-induced activation of *Id1*. Our work establishes ID1 as a key coordinator of epidermal development, acting to balance progenitor proliferation with differentiation and unveils how functional crosstalk between CEBPA and *Id1* orchestrates epidermal lineage progression.

## INTRODUCTION

Progenitor cells in self-renewing tissues commonly undergo a coordinated program of differentiation to accommodate tissue function. Although many aspects of progenitor cell differentiation are known, the transcriptional programs that orchestrate epidermal differentiation during development are not well defined. Epidermal p63^+^ (Trp63) progenitor cells are specified from a single-layered ectoderm at embryonic day (E) 8.5 (Zhao et al., 2015). Following this initial epidermal specification, progenitors commit to stratification and a transient proliferative yet suprabasal cell population co-expressing K5 (Krt5)/K14 (Krt14) progenitor and K10 (Krt10) differentiation marker forms (Koster and Roop, 2007). At around E15, this intermediate cell population initiates terminal differentiation, and proliferation becomes restricted to the basal progenitor layer (Blanpain and Fuchs, 2006). Continued growth of the embryo and expansion of the stratified embryonic epidermis thus requires coordination of progenitor cell cycle exit, delamination and differentiation through transcriptional effectors (Bao et al., 2013; Blanpain et al., 2006; Klein et al., 2017; Mulder et al., 2012; Okuyama et al., 2004). It is likely that seemingly antagonistic transcriptional programs are interdependent (Boxer et al., 2014; Hopkin et al., 2012) and enable fine-tuning of epidermal lineage progression.

Several families of secreted signaling molecules have been implicated in skin development. Epidermal bone morphogenetic protein (BMP) signaling is complex (Blessing et al., 1996), but collective evidence suggests a role in modulating progenitor cell proliferation and promoting differentiation through activation of pSMAD1/5 transcriptional programs (Botchkarev and Sharov, 2004). The inhibitors of differentiation (ID) proteins are established BMP-sensing target genes in several cellular contexts (Genander et al., 2014; Korchynskyi and ten Dijke, 2002; Kowanetz et al., 2004). ID proteins are typically expressed in stem and progenitor cells, only to be downregulated upon differentiation (Lasorella et al., 2001), suggesting – paradoxically from an epidermal BMP signaling perspective – that ID proteins could, as the name implies, enable progenitor self-renewal by suppressing differentiation.

Expression of *Id1* is associated with stemness in several cellular contexts (Jankovic et al., 2007; Liu et al., 2013; Malaguti et al., 2013; Nam and Benezra, 2009; Niola et al., 2012; Romero-Lanman et al., 2012; Ying et al., 2003; Zhang et al., 2014). In the adult skin, ID1 mediates hair follicle stem cell quiescence and is required for hair follicle progenitor cell specification (Genander et al., 2014). In contrast, forced expression of ID1 in immortalized human HaCaT organotypic cultures results in a hyperproliferative, disorganized epidermis (Rotzer et al., 2006) and ID1 is highly expressed in adult human psoriatic skin (Bjorntorp et al., 2003), suggesting that the phenotypic outcome of ID1 is context dependent but impinging on the balance between progenitor cell proliferation and differentiation.

The CEBP family of transcription factors (CCAAT/enhancer binding proteins) are induced upon epidermal differentiation, and couple cell cycle exit with commitment to differentiation in several cell types, including the epidermis (Loomis et al., 2007; Lopez et al., 2009; Oh and Smart, 1998; Zhu et al., 1999). In the hematopoietic lineage, CEBPs are able to redirect chromatin binding of general signaling pathway mediators, including SMAD proteins, thereby acting to define cellular identity during lineage specification and differentiation (Trompouki et al., 2011). In other systems, SMADs bind and inhibit the transcriptional activity of CEBPs (Coyle-Rink et al., 2002; Zauberman et al., 2001), suggesting that crosstalk between SMADs and CEBPs is a commonly employed mechanism in place to fine-tune gene regulation.

Here, we explored published single-cell profiling datasets (Fan et al., 2018) to identify enrichment of *Id1* in E13 progenitor cells committed to differentiation. Employing an *in utero* lentiviral injection strategy (Beronja et al., 2010) to target *in vivo* epidermal progenitors in combination with transcriptional profiling of cultured epidermal progenitor cells allowed us to delineate the consequences of *Id1* silencing on progenitor proliferation and differentiation during the onset of epidermal stratification. We demonstrate that targeting of ID1 leads to a thinning of the developing epidermis, impairs epidermal progenitor proliferation and results in loss of *Id1-*silenced progenitor cells. Furthermore, *in vivo* targeted cells co-express progenitor (K5) and differentiation (K10) markers and transcriptional profiling reveals upregulation of differentiation markers *in vitro*, indicating that ID1 acts to repress epidermal differentiation in progenitor cells.

Co-immunoprecipitation demonstrates that ID1 binds the basic helix-loop-helix (bHLH) TCF family of transcription factors, and we visualize the presence of *Tcf3*, *Tcf4* and *Tcf12* in epidermal progenitor and committed keratinocytes during epidermal stratification. We continue to establish TCF3 as a repressor of epidermal progenitor cell proliferation *in vitro*. Focusing on CCAAT enhancer binding protein alpha (CEBPA) as an ID1-dependent regulator of epidermal cell cycle exit and differentiation *in vivo*, we confirm upregulation of CEBPA after silencing of *Id1* in the epidermis and demonstrate TCF3 binding to *Cebpa* regulatory chromatin. Finally, we unearth a new role for CEBPA in antagonizing BMP-induced *Id1* promoter activation, establishing a regulatory mechanism of ID1 expression in epidermal progenitor cells likely to be relevant for other BMP-sensing genes. Collectively, these data establish ID1 as an essential orchestrator of epidermal differentiation and demonstrate functional crosstalk between CEBPA and ID1, enabling coordinated epidermal progenitor cell differentiation.

## RESULTS

### ID1 is expressed in epidermal progenitor cells during skin development

Although epidermal development has been studied in some detail (Flora and Ezhkova, 2020; Miroshnikova et al., 2019; Miyai et al., 2016; Soares and Zhou, 2018), the process of epidermal differentiation is not fully understood. We exploited a published single-cell RNA-sequencing data set (Fan et al., 2018) from E13 mouse epidermis, a developmental time point where epidermal progenitor cells have not yet initiated terminal differentiation. Re-analysis revealed two main epidermal clusters: cluster 1 was marked by the progenitor cell marker *Krt15*, and differentiation-associated *Krtdap* segregated to cluster 2 (Fig. S1A-C). Gene Ontology (GO) profiling of differentially expressed genes (DEGs) showed enrichment of biological processes linked to tissue and epithelial development in cluster 1, whereas cluster 2 DEGs were associated with epithelial differentiation (Fig. S1D), suggesting that cluster 2 epidermal cells have committed to epidermal differentiation. Interestingly, classification of protein types found in the most significant GO terms in cluster 1 and 2 revealed that epithelial differentiation is associated with DNA-binding transcriptional regulators and cytoskeletal rearrangement (Fig. S1E). Collectively, these results highlight the importance of transcriptional regulation in epidermal commitment to differentiation.

In addition to known transcriptional regulators such as *Mafb*, *Hes1* and *Klf4* (Blanpain et al., 2006; Lopez-Pajares et al., 2015; Segre et al., 1999), we identified *Id1* to be enriched in cluster 2 (*P*=0.007, expression fold-change 0.4, likelihood-ratio test, FindAllMarkers in Seurat package), although expressed also in cluster 1 (Fig. 1A,B; Fig. S1A,B,F; Table S1). Localization of ID1 protein in the developing epidermis revealed prominent ID1 expression at E13.5 in most epidermal progenitor cells, in line with the E13 single-cell RNA-sequencing expression data. At E14.5, ID1 immunoreactivity is less uniform and, starting from E15.5, epidermal ID1 expression becomes enriched in basal progenitor cells and is gradually diminished as progenitors delaminate from the basal layer and commit to differentiation (Fig. 1C; Fig. S1G). Analogous to the ID1 *in vivo* expression pattern, cultured primary epidermal progenitors downregulate *Id1* mRNA and corresponding protein when asked to differentiate *in vitro* (Fig. 1D,E). Interestingly, ID1 protein levels are sustained during the first 24 h of differentiation, indicating a role of ID1 in the transition from basal epidermal progenitor to committed epidermal keratinocyte.

**Fig. 1.**
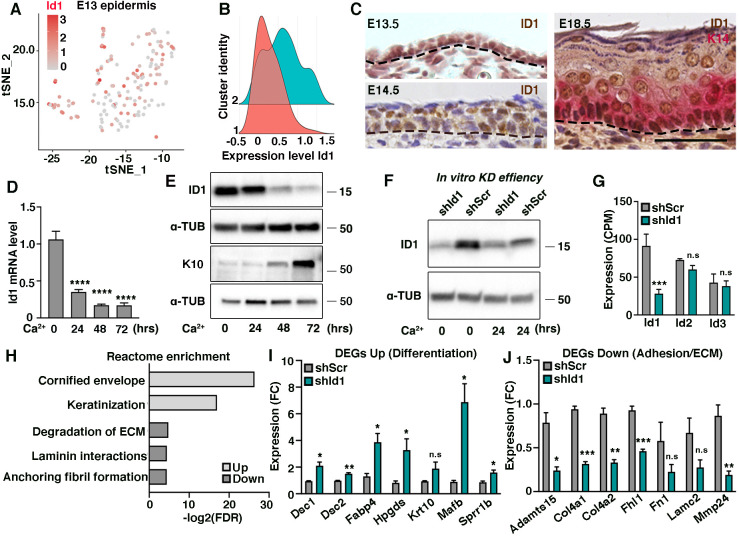
**ID1 is expressed in epidermal progenitor cells during skin development.** (A) Feature plot displaying expression of *Id1* in E13 epidermis. (B) *Id1* expression at E13 epidermis show enrichment of *Id1* in cluster 2 (blue) compared with 1 (red). (C) ID1 protein is abundantly expressed in the E13.5 and E14.5 epidermis. At E18.5, ID1 immunoreactivity is enriched in basal progenitors. (D) *Id1* mRNA expression decreases with differentiation *in vitro*. One-way ANOVA comparing 24, 48 and 72 h with 0 h. (E) ID1 levels are high in progenitor cells and relatively sustained during initiation of *in vitro* differentiation (24 h of Ca^2+^ treatment). K10 is used as a positive differentiation control. (F) Western blot visualizing ID1 protein levels after *shId1* or *shScr* targeting of epidermal progenitors at 0 and 24 h of differentiation. (G) Expression of *Id2* and *Id3* is not altered upon *shId1* targeting compared with *shScr*, displayed as counts per million (CPM) from RNA-sequencing data (*n*=3 in both groups). (H) Reactome enrichment analysis of genes differentially expressed (>2-fold change) in *shId1* compared with *shScr* progenitors. (I,J) Relative expression of selected genes based on reactome enrichment analysis, normalized to expression in *shScr* samples. Dashed line in C,D indicates the boundary between the basal layer of the epidermis and dermis. Data are represented as mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 using multiple unpaired *t*-test (G,I,J) or ANOVA (D). *n*=3 in quantifications (H-J). n.s, not significant. Scale bar: 50 μm.

In addition to *Id1*, *Id2* and *Id3* are also expressed in the developing epidermis. Expression analysis of *Id2* and *Id3* using E13 single-cell RNA-sequencing fails to reveal enrichment in committed progenitors (cluster 2) (Fig. S1H,I; Table S1). Analysis of Id gene co-expression shows that more than half (59%) of E13 epidermal progenitors express *Id1* but not *Id2* or *Id3*, whereas 36% of progenitor cells co-express all three Id genes. Only a small percentage (5%) of progenitors at E13 are Id gene negative (Fig. S1J). These data suggest that the family of ID proteins likely have both redundant and non-redundant functions in epidermal development. Based on the statistically significant enrichment of *Id1*, but not *Id2* or *Id3*, in cluster 2 (Table S1), we focus on delineating the role of ID1 in the developing epidermis.

### ID1 is associated with epidermal lineage progression

To address the function of ID1 in epidermal progenitor cells, we transduced primary epidermal progenitor cells with either control scrambled shRNA (*shScr*) or an shRNA-targeting *Id1* (*shId1*) (Fig. 1F). 

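Primary mouse epidermal progenitors carrying *shScr*, a scrambled control, or *shId1* were sequenced before and after the switch to high calcium, which starts keratinocyte differentiation. *Id1* encodes an inhibitor of basic helix-loop-helix transcription factors that binds them without binding DNA itself. In the order of replicates 1, 2 and 3, its level was 60.7, 103 and 111 in *shScr* cells and 25.7, 19.7 and 39.0 in *shId1* cells at 0 h. At 24 h it was 27.9, 44.8 and 69.6 in *shScr* cells and 17.6, 40.1 and 29.7 in *shId1* cells.

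The 4 groups were kept in low calcium (0 h) or moved to 1.5 mM calcium for 24 h, with 3 libraries each, labelled as biological replicates. Libraries were stranded and selected for poly(A) RNA. The values are the authors' CPM after TMM scaling in edgeR, so they compare a gene between libraries but are not divided by gene length. The control columns carry the name H2BGFP in the authors' table and were assigned to *shScr* through the sample labels. Reads assigned to the genes of the table came to 22606273 to 30353746 per library for *shScr* and 25372423 to 28491832 for *shId1* at 0 h. At 24 h they came to 22929910 to 31009753 for *shScr* and 25953769 to 29459864 for *shId1*. Mitochondrial-encoded genes held 2.27% to 2.45% of the values in *shScr* and 2.86% to 3.34% in *shId1* libraries at 0 h. The cause of this difference was not tested. Genes with a value of at least 1 in at least 3 of the 12 libraries were tested (10790 genes). The test was limma on log2(value + 0.5) with Benjamini-Hochberg adjustment. A gene passed at an adjusted p under 0.05 and a change of more than 2-fold. The first principal component held 72.6% of the variance between the 12 libraries and parted 0 h from 24 h.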

In line with the distinct expression profiles of *Id1* compared with *Id2* and *Id3* (Fig. S1H,I), silencing of *Id1* in cultured epidermal progenitors did not lead to a compensatory upregulation of *Id2* and *Id3* mRNA (Fig. 1G). 

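*Id1* mRNA fell in *shId1* cells, and neither of its paralogs *Id2* and *Id3*, which bind the same class of partners, was higher at 0 h. *Id1* (ENSMUSG00000042745) lies on chromosome 2, 152736251 to 152737410 of GRCm38. Its level was 28.1 ± 9.91 (SD, n = 3) in *shId1* cells and 91.5 ± 26.9 (SD, n = 3) in *shScr* cells (log2 fold change -1.69, SE 0.38, limma adjusted p = 0.018). *Id2* (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) was at 60.2 ± 9.13 (SD, n = 3) with *shId1* and 72.9 ± 2.71 (SD, n = 3) with *shScr* (log2 fold change -0.28, limma adjusted p = 0.23). *Id3* (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) was at 38.2 ± 11.7 (SD, n = 3) and 42.8 ± 19.7 (SD, n = 3) in the same order (log2 fold change -0.09, limma adjusted p = 0.93). Of the 23 Id and basic helix-loop-helix factors listed, 1 fell, *Id1* itself (1 when adjusted over the list alone), and 22 did not pass the test. Among these were *Tcf3*, *Tcf4* and *Tcf12*, whose E-proteins are bound by ID1, with log2 fold changes of 0.06, 0.13 and -0.36 (limma adjusted p = 0.91, 0.72 and 0.085). The list had a median log2 fold change of -0.02, camera adjusted p = 0.47, and adjusted p = 0.68 with an estimated correlation. The *Id1* call was lost without *shScr* replicate 2 (limma adjusted p = 0.086), *shScr* replicate 3 (0.061) or *shId1* replicate 2 (0.096), with a range of 0.00031 to 0.096 over 17 settings.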

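At 0 h, still in low calcium, genes of the upper epidermal layers were higher in *shId1* than in *shScr* cells. *Tgm3*, a transglutaminase that crosslinks the cornified envelope, *Spink5*, a serine protease inhibitor of the granular layer, and *Cdsn*, the corneodesmosin that holds corneocytes together, rose. Their log2 fold changes were 2.41, 1.92 and 1.05 (limma adjusted p = 0.0024, 0.0020 and 0.038). Enzymes of the epidermal lipid barrier rose as well, among them the lipase genes *Lipk* (2.40) and *Lipn* (2.12) and *Pnpla1* (1.44), needed for acylceramide synthesis (limma adjusted p = 0.0044, 0.0013 and 0.00065).

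In all, 209 of the 10790 genes differed, 151 higher and 58 lower. The values of 206 of the 209 did not overlap between the groups. The limits of a call nearly ensure this with 3 libraries a group, so it is no further support. Of 21 barrier lipid genes, 7 rose (8 when adjusted over the list alone) and 14 did not pass. In the median these genes had a log2 fold change of 0.68 (camera adjusted p = 1.1e-09, and adjusted p = 0.15 with an estimated correlation). Of 40 cornified envelope genes, 3 rose (the same number when adjusted over the list alone) and 37 did not pass. The list median was a log2 fold change of 0.61 (camera adjusted p = 0.00015, and adjusted p = 0.44 with an estimated correlation). The suprabasal keratin *Krt78* rose (1.83, limma adjusted p = 0.0012). Of 13 suprabasal keratin and desmosome genes, 3 rose (4 when adjusted over the list alone) and 10 did not pass. The median log2 fold change of the list was 0.62 (camera adjusted p = 0.0018, and adjusted p = 0.18 with an estimated correlation). Barrier lipid genes were over-represented among the genes that rose (odds ratio 36.8, Fisher's exact test adjusted p = 1.4e-07), as were suprabasal genes (odds ratio 21.5, Fisher's exact test adjusted p = 0.0044). For the cornified envelope the enrichment had an odds ratio of 5.81 and an adjusted p = 0.073 by Fisher's exact test. The transcription factor genes *Ehf* and *Cebpa* rose. They were among 3 that rose of 25 factors of epidermal differentiation (the same number when adjusted over the list alone), and 22 did not pass. Over the whole list the median log2 fold change was 0.12 (camera adjusted p = 0.061, and adjusted p = 0.42 with an estimated correlation). Without *shScr* replicate 3 that median was 0.23 and the list was called (camera adjusted p = 0.017), as it was without *shId1* replicate 2 (0.031) or 3 (0.024). *Ehf*, an epithelial ETS factor, had a log2 fold change of 1.55 (limma adjusted p = 0.00019).

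Of the 7 differentiation genes of Fig. 1I, which the study chose on these samples and so are not independent evidence, 2 rose (3 when adjusted over the list alone). Across these genes the median log2 fold change was 1.00 (camera adjusted p = 1.7e-07, and adjusted p = 0.057 with an estimated correlation). Among those that rose was *Hpgds*, a prostaglandin D2 synthase, at 26.4 ± 11.6 (SD, n = 3) with *shId1* and 6.59 ± 1.98 (SD, n = 3) with *shScr* (log2 fold change 1.86, SE 0.28, limma adjusted p = 0.0021). *Dsc2*, a desmosomal cadherin, was higher by 0.62 on the log2 scale (limma adjusted p = 0.0019) and the envelope precursor *Sprr1b* by 0.89 (limma adjusted p = 0.036). Both lie under the 2-fold limit, as does *Dsc1*, another desmosomal cadherin (0.996, limma adjusted p = 0.023). *Fabp4*, a fatty acid carrier, had a log2 fold change of 1.51 (limma adjusted p = 0.060). Inflammatory genes moved with these groups. Of 20 alarmin and inflammation genes, 5 rose (8 when adjusted over the list alone) and 15 did not pass. For the list as a whole the median log2 fold change was 0.76 (camera adjusted p = 0.00061, and adjusted p = 0.44 with an estimated correlation). The epithelial cytokine *Il1f9* had the largest rise of all named genes (3.36, limma adjusted p = 0.0030), and the calcium-binding alarmin *S100a8* had a log2 fold change of 1.9 (limma adjusted p = 0.0058). Without *shId1* replicate 1 the median of the cornified envelope list was 0.06 and the list was no longer called (camera adjusted p = 0.17, range 9.1e-08 to 0.17 over 17 settings). The *Cdsn* call was lost with the compared groups only, or without any one of *shScr* replicates 1, 2 and 3 or *shId1* replicates 1 and 3 (limma adjusted p up to 0.12). Without any one *shScr* replicate or *shId1* replicate 2 the adjusted p of *Sprr1b* and *Dsc1* went over 0.05, and that of *Sprr1b* without *shId1* replicate 1 as well (up to 0.17 and 0.12).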

Reactome pathway analysis including DEGs upregulated in *shId1* compared with *shScr*-transduced primary epidermal progenitors revealed biological processes associated with formation of the cornified envelope and keratinization, indicative of epidermal differentiation (reactome enrichment *P*=7*10^−12^ and 9*10^−9^, respectively). In contrast, downregulated DEGs were linked to extracellular matrix (ECM) modulation and laminin signaling (reactome enrichment *P*=2.8*10^−5^, *P*=1.4*10^−4^ and *P*=8.7*10^−5^) (Fig. 1H-J; Fig. S1K), suggesting that *Id1* influences gene programs altering the composition of the ECM and/or adhesion to the basement membrane. 

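Among the 58 genes that fell with *shId1* at 0 h were components of the basement membrane and enzymes that remodel it. *Col4a1* and *Col4a2*, which encode the alpha1 and alpha2 chains of collagen IV, the network-forming collagen of the basement membrane, fell together. *Col4a1* (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) was at 58.3 ± 8.34 (SD, n = 3) with *shId1* and 174 ± 11.0 (SD, n = 3) with *shScr* (log2 fold change -1.58, SE 0.21, limma adjusted p = 0.00092). *Col4a2* (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287), its neighbour, was at 75.9 ± 12.9 (SD, n = 3) and 203 ± 24.6 (SD, n = 3) (log2 fold change -1.42, SE 0.18, limma adjusted p = 0.00069).

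Of 22 hemidesmosome, laminin and basement membrane genes, 3 fell (the same number when adjusted over the list alone) and 19 did not pass. In the median these genes had a log2 fold change of -0.46 (camera adjusted p = 9.9e-06, and adjusted p = 0.37 with an estimated correlation). The list was over-represented among the genes that fell (odds ratio 30.7, Fisher's exact test adjusted p = 0.0023). Of 21 genes of ECM degradation and its inhibition, 2 fell (the same number when adjusted over the list alone) and 19 did not pass. The list median was a log2 fold change of -0.30 (camera adjusted p = 0.00011, and adjusted p = 0.15 with an estimated correlation). The enrichment had an odds ratio of 20.1 (Fisher's exact test adjusted p = 0.036). Those that fell were the membrane metalloproteinase gene *Mmp24* (-1.78, limma adjusted p = 0.0019) and the secreted proteoglycanase gene *Adamts15* (-1.57, limma adjusted p = 0.040). Of 19 YAP target genes, which respond to adhesion and tension, 2 fell (3 when adjusted over the list alone), 1 rose (the same number over the list alone) and 16 did not pass. The median log2 fold change of the list was -0.24 (camera adjusted p = 0.0087, and adjusted p = 0.37 with an estimated correlation). The pair that fell were the matricellular gene *Ccn1* (-1.31, limma adjusted p = 0.012) and the tissue factor gene *F3* (-1.04, limma adjusted p = 0.0019). The one that rose was the growth factor gene *Tgfb2* (1.06, limma adjusted p = 0.039). The largest falls of named genes were in *Mical2*, which oxidises actin (-2.72, limma adjusted p = 0.0011), the zinc finger gene *Zfp827* (-2.56, limma adjusted p = 0.00058) and *Dpysl3*, a cytoskeletal adaptor (-2.52, limma adjusted p = 3.7e-05).

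Of the 7 genes of Fig. 1J, chosen by the study on these samples and so not independent evidence, 6 fell (7 when adjusted over the list alone). Over the whole list the median log2 fold change was -1.42 (camera adjusted p = 1.3e-08, and adjusted p = 0.057 with an estimated correlation). The LIM protein gene *Fhl1* had a log2 fold change of -1.01 (limma adjusted p = 0.00036). *Fn1*, which encodes fibronectin, was at 171 ± 109 (SD, n = 3) with *shId1* and 437 ± 279 (SD, n = 3) with *shScr* (log2 fold change -1.36, limma adjusted p = 0.094, and adjusted p = 0.0020 with the replicate number as a block, range 0.0020 to 0.35 over 17 settings). Without *shId1* replicate 1 *Fn1* passed (-1.84, limma adjusted p = 0.022). *Adamts15* lost its call without any one of the 6 libraries or with a pseudocount of 0.1 (limma adjusted p up to 0.17). *Ccn1* lost it without *shId1* replicate 2 (0.065). *Tgfb2* lost it without any one library but *shScr* replicate 1, with a pseudocount of 1 or with quantile normalization (up to 0.21). From the pathways enriched among these genes, the paper proposes that *Id1* affects programs that alter ECM composition, adhesion to the basement membrane, or both.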

All in all, the *in vivo* ID1 expression pattern, in combination with transcriptional profiling, associates ID1 with epidermal lineage progression.

### ID1 counteracts epidermal progenitor delamination

To assess the function of ID1 *in vivo*, we exploited the method of ultrasound-guided *in utero* injections of high titer lentiviral particles (Beronja et al., 2010) (Fig. 2A). *Id1* was either silenced in wild-type mice using an shRNA-targeting *Id1*, or depleted by injection of a CRE-expressing lentivirus (LV-CRE) into a conditional *Id1* transgenic (*Id1^fl/fl^*) mouse line at E9.5 (Nam and Benezra, 2009). Delivery of *shId1* (as judged by H2BGFP reporter expression) successfully reduced *in vivo* ID1 protein expression at E14.5 when compared with embryos targeted with *shScr*, in line with *in vitro* knockdown efficiency (Fig. 2B,C). Similarly, LV-CRE injection resulted in efficient loss of ID1 immunoreactivity in *Id1^fl/fl^*-targeted epidermal progenitors at E14.5, whereas ID1 protein was sustained in *Id1^+/fl^*-targeted skin (Fig. S2A), indicating that injection of either *shId1* or LV-CRE efficiently ablated epidermal ID1 expression *in vivo*.

**Fig. 2.**
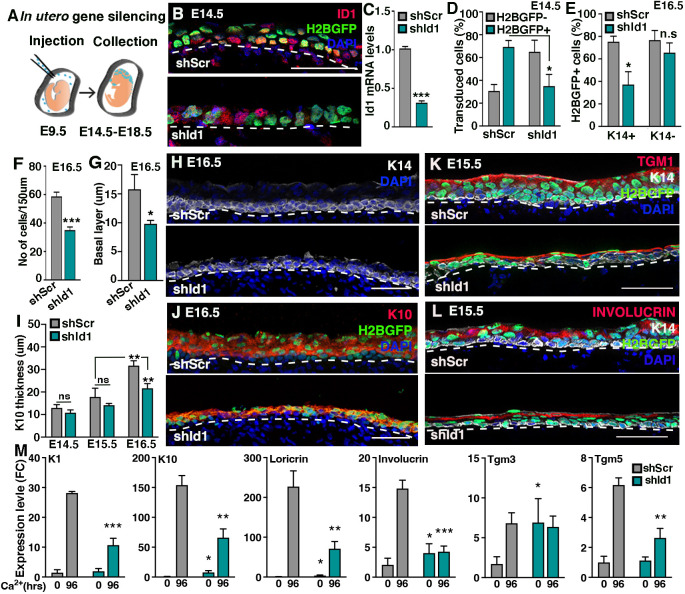
**ID1 counteracts epidermal progenitor delamination.** (A) Schematic of *in utero* lentiviral injections. (B) E14.5 ID1 immunoreactivity is reduced in H2BGFP-positive cells upon injection of lentiviral *shId1*, but not control *shScr*. (C) *Id1* mRNA expression is reduced in epidermal progenitors targeted *in vitro* with *shId1* compared with *shScr*. (D) The percentage of transduced H2BGFP-positive epidermal progenitors is reduced in *shId1*-targeted epidermis compared with *shScr* at E14.5. (E) Quantification of percentage of H2BGFP-positive targeted K14-expressing basal progenitors and H2BGFP-positive K14 negative suprabasal keratinocytes indicate selective loss of *shId1*-targeted progenitor cells. (F) Total number of epidermal nuclei per 150 μm is significantly reduced in *shId1* compared with *shScr*-targeted epidermis at E16.5. (G) Quantification of K14-positive basal progenitor layer thickness in *shId1* and *shScr* epidermis at E16.5. (H) Representative images of K14 thickness at E16.5 in *shId1* and *shScr* epidermis. (I) K10-positive spinous layer thickens with epidermal development. Silencing of *Id1* impairs spinous layer development. (J) Representative images of K10 distribution at E16.5 in *shId1* and *shScr* epidermis. (K,L) Terminal differentiation is temporally and spatially normal in *shId1* compared with *shScr* as judged by expression of differentiation marker TGM1 and involucrin at E15.5. (M) Differentiation markers expression in *shScr* and *shId1* cells. Statistical analysis is performed between *shScr* and *shId1* at 0 or 96 h. Dashed line in B,H,J-L indicates the boundary between the basal layer of the epidermis and dermis. Data are represented as mean±s.d. *P<0.05, **P<0.01, ***P<0.001 using multiple unpaired *t*-test. *n*=3-8 in quantifications (D-F,I,M), *n*=2-3 in G. Scale bars: 50 μm.

Even though the transduction efficiency of *shId1* and *shScr* were comparable when cultured epidermal progenitors were infected (Fig. S2B), the percentage of H2BGFP reporter-expressing progenitors was reduced in E14.5 *shId1* epidermis compared with *shScr* (Fig. 2D; Fig. S2C). At E16.5, *shId1* embryos displayed significantly fewer H2BGFP/K14-positive progenitor cells compared with embryos targeted with *shScr*, whereas the number of H2BGFP-positive, K14-negative suprabasal cells remained high (Fig. 2E; Fig. S2D). At E18.5, *shId1*-targeted basal progenitor cells were scarce and remaining epidermal H2BGFP expression was localized to K14-negative suprabasal keratinocytes or developing hair follicles (Fig. S2E). Analogously, we found a reduction of the number of *Id1*-silenced progenitor cells at E16.5 in *Id1^fl/fl^* embryos compared with E14.5 (Fig. S2F-I), indicating that progenitors lacking ID1 are selectively lost during epidermal development.

To assess whether loss of *Id1*-targeted progenitors is compensated by untargeted progenitors, we quantified the total number of cells in *shId1* epidermis at E14.5 and E16.5. We found a reduction in the epidermal cell number at E16.5, but not E14.5, in *shId1* epidermis compared with *shScr*-targeted embryos (Fig. 2F; Fig. S2J). We then analyzed apoptosis to see whether cell death could explain the selective loss of *Id1*-depleted progenitors, but did not detect increased CC3-immunoreactivity in *shId1* compared with *shScr*-targeted E14.5 epidermis (Fig. S2K,L). Collectively, these results suggest that ID1 counteracts precocious epidermal progenitor cell delamination, independent of apoptosis.

### Loss of ID1 results in epidermal thinning without affecting terminal differentiation

To assess whether the reduction of epidermal cell number at E16.5 corresponded to loss of progenitor or differentiated cell layers, we first quantified the thickness of the entire epidermis as well as the basal K14-positive progenitor layer and found both to be diminished when comparing *shId1* with *shScr* embryos (Fig. 2G,H; Fig. S2M). As our *in vitro* transcriptional profiling implicated ID1 in epidermal differentiation (Fig. 1I,J), we characterized the dynamic formation of the K10-expressing spinous layer between E14.5 and E16.5. Whereas the thickness of the spinous layer increased in *shScr*-targeted epidermis during development, it failed to do so efficiently in *shId1*-infected epidermis (Fig. 2I), and at E16.5 there was a significant reduction in the thickness of the spinous layer in *shId1* epidermis compared with *shScr*-targeted epidermis (Fig. 2I,J). Owing to the rapid loss and few remaining CRE-targeted cells in *Id1^fl/fl^* epidermis (Fig. S2H), we failed to detect any reduction in either the E16.5 spinous layer or the overall epidermal thickness (Fig. S2N-P), suggesting that the expanding epidermis is able to compensate for the mosaic genetic depletion of ID1.

*In vivo* ID1 expression pattern is consistent with a role for ID1 in commitment to differentiation rather than terminal differentiation. To assess whether the absence of ID1 induced precocious terminal differentiation *in vivo*, we analyzed E15.5 epidermis, the earliest time point at which we could confidently detect markers of terminal differentiation. Although we found a general thinning of the spinous and granular differentiated cell layers marked by TGM1 and involucrin in *shId1* epidermis compared with *shScr*-transduced skin (Fig. 2K,L), TGM1 and involucrin were correctly expressed, temporally as well as spatially. Cultured *shId1* and *shScr* progenitor cells both upregulated spinous and granular differentiation markers when asked to terminally differentiate for 96 h *in vitro* (Fig. 2M), although the upregulation was less prominent when *Id1* was silenced. In line with our transcriptional profiling (Fig. 1I,J), differentiation markers [with the exception of *K1* (*Krt1*) and *Tgm5*] were enriched in *shId1* compared with *shScr* progenitor cells before differentiation. Taken together, these data suggest that progenitor cells lacking ID1 do not initiate terminal differentiation precociously.

### Progenitor cells devoid of ID1 co-express basal and differentiation markers

During epidermal development, basal progenitor cell crowding induces delamination and subsequent differentiation (Miroshnikova et al., 2018). Delaminating epidermal progenitors couple induction of spinous fate markers with suppression of basal gene programs (Blanpain et al., 2006). Revisiting our transcriptomics analysis (Fig. 1H), we identified upregulation of spinous markers in *shId1*-targeted epidermal progenitors *in vitro* (Fig. 3A), suggesting that the basal-to-spinous transition is affected in the absence of ID1. 

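Of the 7 spinous genes shown, 4 rose in *shId1* cells at 0 h: *Cebpa*, *Dsg1a*, *Dsg1b* and *Tgm3*. *Cebpa*, which encodes a basic leucine zipper factor that promotes keratinocyte differentiation, was at 4.09 ± 0.974 (SD, n = 3) with *shId1* and 1.2 ± 0.260 (SD, n = 3) with *shScr* (log2 fold change 1.42, SE 0.18, limma adjusted p = 0.00069). *Dsg1a* and *Dsg1b* encode desmogleins, the adhesive cadherins of suprabasal desmosomes. *Dsg1a* was at 21.8 ± 9.41 (SD, n = 3) with *shId1* and 7.17 ± 2.78 (SD, n = 3) with *shScr* (log2 fold change 1.52, SE 0.29, limma adjusted p = 0.0084), and *Dsg1b* at 45.3 ± 11.4 (SD, n = 3) and 16.4 ± 3.62 (SD, n = 3) (log2 fold change 1.44, SE 0.17, limma adjusted p = 0.00056).

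*Tgm3* was at 7.31 ± 2.68 (SD, n = 3) with *shId1* and 1.06 ± 0.854 (SD, n = 3) with *shScr*. *Krt10*, the keratin that replaces basal keratins in spinous cells, was at 14.1 ± 6.36 (SD, n = 3) and 6.96 ± 0.603 (SD, n = 3) (log2 fold change 0.88, limma adjusted p = 0.072). The involucrin gene *Ivl*, an envelope precursor, was at 30.6 ± 3.02 (SD, n = 3) and 24.9 ± 1.08 (SD, n = 3) (log2 fold change 0.29, limma adjusted p = 0.40). *Tgm5*, another transglutaminase, was at 16.9 ± 13.9 (SD, n = 3) and 5.18 ± 3.69 (SD, n = 3) (log2 fold change 1.47, limma adjusted p = 0.11, and adjusted p = 0.011 with the replicate number as a block, range 0.011 to 0.36 over 17 settings). On GRCm38, *Cebpa* (ENSMUSG00000034957) lies on chromosome 7, 35119293 to 35121928. *Dsg1a* (ENSMUSG00000069441) lies on chromosome 18, 20310811 to 20343350, and *Tgm3* (ENSMUSG00000027401) on chromosome 2, 130012349 to 130050399. Without *shId1* replicate 3 *Krt10* and *Tgm5* passed (1.17 and 2.08, limma adjusted p = 0.025 and 0.028). The 7 genes were chosen by the study on these samples, so their direction is not independent evidence. Adjusted over the list alone, 5 rose. Across these genes the median log2 fold change was 1.44 (camera adjusted p = 5.6e-07, and adjusted p = 0.075 with an estimated correlation). *Dsg1a* and *Dsg1b* are near-identical neighbours, and reads could be divided between them.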

Analysis of basal (K5) and spinous (K10) marker co-expression in E16.5 epidermis revealed enrichment of K5/K10 double-positive epidermal progenitors in *shId1* compared with *shScr* (Fig. 3B,C). Analogously, the percentage of K5/K10 double-positive progenitors was significantly increased in LV-CRE-targeted *Id1^fl/fl^* compared with *Id1^+/fl^* epidermis (Fig. 3D; Fig. S3A), indicating that loss of ID1 leads to an accumulation of cells co-expressing markers normally representative of distinct cell states.

**Fig. 3.**
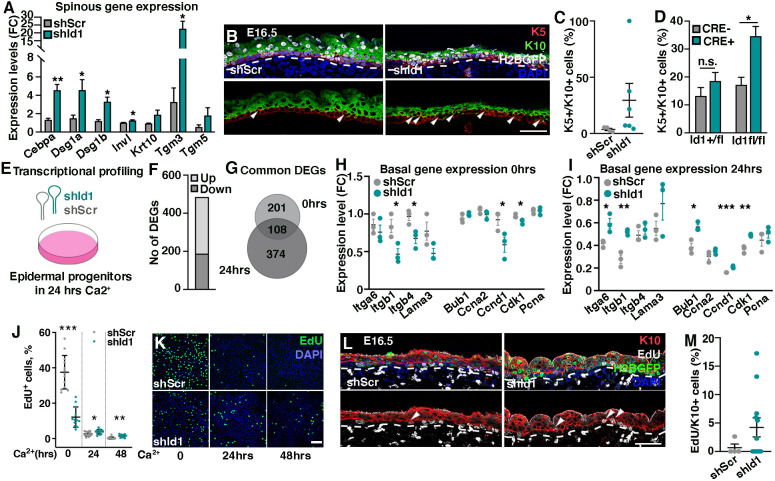
**Progenitor cells devoid of ID1 co-express basal and differentiation markers.** (A) Spinous marker expression after silencing of *Id1* in cultured epidermal progenitor cells. (B,C) *In vivo* silencing of *Id1* increases the incidence of K5/K10 double-positive cells at E16.5 compared with *shScr*-targeted epidermis. Arrowheads indicate K5/K10 double-positive cells. Dashed line indicates the boundary between the basal layer of the epidermis and dermis. (D) The percentage of K5/K10 double-positive cells is significantly increased in *Id1^fl/fl^* compared with *Id1^+/fl^* epidermis when ID1 is ablated using a CRE lentivirus. (E) Cultured epidermal progenitors were targeted with *shId1* or *shScr* and asked to differentiate for 24 h before collection and transcriptional profiling. (F) Number of differentially expressed genes (DEGs) in *shId1* compared to *shScr* targeted cells at 24 h of differentiation. (G) Overlap between differentially expressed genes at 0 and 24 h of differentiation. (H) Genes associated with a basal progenitor cell state are reduced in *shId1* compared with *shScr*-targeted epidermal progenitor cells (*n*=3). (I) Basal genes are sustained in *shId1*-targeted progenitors upon differentiation. (J,K) EdU incorporation upon differentiation of *shId1*- and *shScr*-infected progenitors (*n*≥12 for each sample). (L,M) *In vivo* silencing of *Id1* leads to an increased number of suprabasal cells co-expressing EdU and K10. Arrowheads indicate EdU/K10 double-positive cells. Dashed line indicates the boundary between the basal layer of the epidermis and dermis. Data are represented as mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001 using multiple unpaired *t*-test. *n*=3-6 in quantifications (A,C,D,H,I,M). n.s, not significant. Scale bars: 50 μm (B,L); 100 μm (K).

### ID1 co-ordinates the basal-to-suprabasal progenitor state transition

Interestingly, most cells with double progenitor/differentiation marker expression were not in contact with the basement membrane (Fig. 3B), suggesting that ID1-silenced progenitors failed to downregulate progenitor markers during delamination. To this aim, we sequenced *shId1*- and *shScr*-targeted epidermal progenitors after 24 h of *in vitro* differentiation (Fig. 3E,F). 

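After 24 h in high calcium, 361 genes differed between *shId1* and *shScr* cells, 238 higher and 123 lower. Among the largest rises were *S100a8* and *S100a9*, the subunits of the alarmin calprotectin. *S100a8* reached 27.8 ± 10.8 (SD, n = 3) with *shId1* against 0.757 ± 0.198 (SD, n = 3) with *shScr* (log2 fold change 4.42, SE 0.34, limma adjusted p = 2.9e-05), and *S100a9* had a log2 fold change of 4.23 (limma adjusted p = 4.5e-05). The late envelope genes *Lce3f* (3.99, limma adjusted p = 0.0016) and *Lce3c* (3.88, limma adjusted p = 0.00090) rose, and so did the prolactin family genes *Prl2c5*, *Prl2c2* and *Prl2c3* (4.24, 3.66 and 3.51; limma adjusted p = 0.00042, 0.0023 and 0.0023). The largest falls included *Grip2*, a scaffold protein (-3.27, limma adjusted p = 0.00063), and *Ndrg2*, which restrains growth (-2.18, limma adjusted p = 0.0021). They also took in the small heat shock protein gene *Cryab* (-2.16, limma adjusted p = 1.2e-05) and *Casp14*, the caspase of cornification (-1.98, limma adjusted p = 0.0020).

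Over the 24 h in high calcium 2032 genes changed in *shScr* cells (1172 higher, 860 lower) and 1681 in *shId1* cells (1012 higher, 669 lower). No cells were kept in low calcium for 24 h, so calcium and time in culture cannot be told apart, here and below. In *shScr* cells *Id1* had a response of -0.99 (limma adjusted p = 0.038), under the 2-fold limit, and in *shId1* cells of 0.03 (limma adjusted p = 0.95). At 24 h its level was 29.1 ± 11.2 (SD, n = 3) with *shId1* and 47.4 ± 21 (SD, n = 3) with *shScr* (log2 fold change -0.67, limma adjusted p = 0.26). At this time the target gene itself did not pass the test. *Id2* was at 31.7 ± 0.715 (SD, n = 3) and 21.9 ± 3.72 (SD, n = 3), higher by 0.53 on the log2 scale (limma adjusted p = 0.017), under the 2-fold limit. The values of 355 of the 361 genes did not overlap between the groups, which again follows largely from the limits of a call. The 3 Prl2c genes are near-identical copies, so their reads could be divided among them. The *Id1* response in *shScr* cells lost its adjusted p under 0.05 without replicate 2 or 3 at 0 h or replicate 1 or 2 at 24 h (limma adjusted p up to 0.15). So did *Id2* at 24 h without *shScr* replicate 1 or *shId1* replicate 3 or with the compared groups only (range 0.00019 to 0.061 over 17 settings).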

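After 24 h of differentiation, late envelope genes were higher in *shId1* than in *shScr* cells. Single genes for matrix and its remodelling were lower, while their lists were not called. *Lce3a*, of the late cornified envelope cluster, rose by 2.76 on the log2 scale (limma adjusted p = 0.0026), alongside *Lce3f* and *Lce3c*. *Fa2h*, which makes hydroxylated ceramides for the barrier, rose (2.38, limma adjusted p = 0.00055), as did *Lipk* (2.68, limma adjusted p = 0.0017). *Plat*, the tissue plasminogen activator gene (-1.58, limma adjusted p = 0.00080), the gelatinase gene *Mmp2* (-1.11, limma adjusted p = 0.0063) and *Postn*, a matricellular protein gene (-1.95, limma adjusted p = 0.0041), fell.

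Of 40 cornified envelope genes, 8 rose (12 when adjusted over the list alone), 2 fell (the same number over the list alone) and 30 did not pass. For the list as a whole the median log2 fold change was 0.96 (camera adjusted p = 0.0016, and adjusted p = 0.72 with an estimated correlation). Among the called genes the list had an odds ratio of 11.4 (Fisher's exact test adjusted p = 3.3e-05). Of 21 barrier lipid genes, 3 rose, 1 fell (the same numbers when adjusted over the list alone) and 17 did not pass. In the median these genes had a log2 fold change of 0.12 (camera adjusted p = 0.10, and adjusted p = 0.82 with an estimated correlation). For this list camera gave adjusted p = 0.039 with the replicate number as a block, range 0.039 to 0.39 over 17 settings. The gene that fell was the thioesterase gene *Them5* (-1.17, limma adjusted p = 0.026, and adjusted p = 0.054 with the replicate number as a block, range 0.0010 to 0.11 over 17 settings). Of 21 genes of ECM degradation, 2 fell (3 when adjusted over the list alone) and 19 did not pass. The list median was a log2 fold change of -0.16 (camera adjusted p = 0.063, and adjusted p = 0.62 with an estimated correlation). Of 22 hemidesmosome, laminin and basement membrane genes, 1 rose, 1 fell (the same numbers when adjusted over the list alone) and 20 did not pass. The median log2 fold change of the list was 0.24 (camera adjusted p = 0.76, and adjusted p = 0.99 with an estimated correlation). The integrin alpha3 gene *Itga3* rose (1.32, limma adjusted p = 0.012) and *Col4a1* fell (-1.19, limma adjusted p = 0.0032). Of 13 suprabasal keratin and desmosome genes, 1 rose, the keratin gene *Krt23* (2.27, limma adjusted p = 0.018, 1 when adjusted over the list alone), and 12 did not pass. Over the whole list the median log2 fold change was 0.08 (camera adjusted p = 0.94, and adjusted p = 0.99 with an estimated correlation). Inflammatory genes rose alongside the envelope genes. Of 20 alarmin and inflammation genes, 12 rose (17 when adjusted over the list alone) and 8 did not pass. Across these genes the median log2 fold change was 2.26 (camera adjusted p = 8.8e-11, and adjusted p = 0.33 with an estimated correlation). The neutrophil chemokine gene *Cxcl5* (3.05, limma adjusted p = 0.00042) and the interleukin-1 receptor antagonist gene *Il1rn* (1.32, limma adjusted p = 0.00014) were among those that rose. Without *shScr* replicate 1 or *shId1* replicate 2 or 3 the *Krt23* call was lost (limma adjusted p up to 0.077). The ECM degradation list was called without *shScr* replicate 2 (median -0.22, camera adjusted p = 0.033) or *shId1* replicate 2 (-0.21, 0.016). The *Them5* call was lost without *shScr* replicate 1 or 2 or *shId1* replicate 2 or 3, with a pseudocount of 0.1 or with all 24 libraries.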

Reactome analysis confirmed the involvement of ID1 in coupling inhibition of differentiation to modulation of ECM (Fig. S3B). 

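A core of genes differed in the same direction before and after calcium. *Il1f9* rose with log2 fold changes of 3.36 at 0 h and 3.48 at 24 h (limma adjusted p = 0.0030 and 0.0017), and *Plch1*, a phospholipase C, of 3.22 at 0 h and 2.53 at 24 h (limma adjusted p = 4.2e-06 and 2.9e-05). *Ctsc*, the lysosomal protease cathepsin C, rose by 2.26 at 0 h and 2.18 at 24 h on the log2 scale (limma adjusted p = 7.6e-06 and 1.2e-05). *Col4a1* fell at both times, as did *Ccng1*, which encodes cyclin G1 and is induced by p53, with -1.14 at 0 h and -1.66 at 24 h (limma adjusted p = 0.0021 and 0.00020).

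Of the 209 genes called at 0 h, 66 were called at 24 h too, which is 31.6%. Of these 48 were higher at both times, 12 lower at both, and 6 moved in opposite directions. Independent lists of these lengths among 10790 genes would share 6.99 genes, 3.33 higher at both times, 0.661 lower at both and 3.00 in opposite directions (for all shared genes odds ratio 16.1, Fisher's exact test in the direction of more sharing, p = 4.1e-47). The 0 h and 24 h comparisons share no library, but they share the estimate of each gene's spread, as all libraries of the experiment were fitted together. Fisher's exact test also counts genes as independent, which genes that move together are not. Its p therefore does not measure the spread between libraries. Both shared directions were over-represented, with odds ratios of 25.6 for genes that rose and 24.9 for genes that fell. The number in opposite directions was not tested. Of the 6 in opposite directions, the growth arrest gene *Gas1* rose at 0 h and fell at 24 h (1.46 at 0 h and -1.39 at 24 h; limma adjusted p = 0.019 and 0.014). So did *Them5* (2.25 at 0 h and -1.17 at 24 h) and *Drc1*, a ciliary dynein regulator (1.49 at 0 h and -2.14 at 24 h; limma adjusted p = 0.014 and 0.0012). The other 3 are named after their values were seen. The anchoring protein gene *Akap12* (-1.65 at 0 h and 2.01 at 24 h, limma adjusted p = 0.034 and 0.0080) and *Rab32*, a small GTPase (-1.17 at 0 h and 1.09 at 24 h, limma adjusted p = 0.0037 and 0.0038), ran from lower to higher. *Dapl1*, an epidermal differentiation gene, ran from higher to lower (1.21 at 0 h and -1.61 at 24 h, limma adjusted p = 0.035 and 0.0054). *Gas1* lost its 0 h call without *shScr* replicate 1 or 2 or *shId1* replicate 2 (limma adjusted p up to 0.099) and its 24 h call without *shScr* replicate 2 (0.057).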

Interestingly, 35% of the DEGs found in *shId1*-targeted epidermal progenitors were significantly altered upon differentiation of *shId1* progenitors (Fig. 3G), suggesting that aspects of ID1 function are conserved in basal progenitors and differentiating keratinocytes.

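At 0 h the anchoring gene of Fig. 3H with the lowest adjusted p was *Itgb1*, the beta1 integrin subunit, which holds progenitors on the basement membrane. *Itgb1* (ENSMUSG00000025809, chromosome 8, 128685654 to 128733200 of GRCm38) was at 295 ± 80.6 (SD, n = 3) with *shId1* and 532 ± 96.7 (SD, n = 3) with *shScr* (log2 fold change -0.87, SE 0.20, limma adjusted p = 0.024), less than a 2-fold change. *Ccnd1*, which encodes cyclin D1 and drives entry into S phase, was at 195 ± 57.1 (SD, n = 3) and 306 ± 42.5 (SD, n = 3) (log2 fold change -0.68, SE 0.18, limma adjusted p = 0.041).

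The other anchoring genes of the figure had an adjusted p over 0.05. *Itgb4* and *Itga6* encode the hemidesmosomal integrin. *Itgb4* had a log2 fold change of -0.53 (limma adjusted p = 0.051, and adjusted p = 0.0088 with the replicate number as a block, range 0.00050 to 0.22 over 17 settings). For *Itga6* it was -0.18 (limma adjusted p = 0.55). The laminin alpha3 gene *Lama3* had a log2 fold change of -0.69 (limma adjusted p = 0.15, and adjusted p = 0.0025 with the replicate number as a block, range 0.0016 to 0.44 over 17 settings). The anchoring genes of Fig. 3H, chosen by the study on these samples and not independent evidence, had a median log2 fold change of -0.61, camera adjusted p = 0.0088, and adjusted p = 0.39 with an estimated correlation. Among cell cycle genes of the same figure, the mitotic kinase gene *Cdk1* was at 347 ± 12.6 (SD, n = 3) with *shId1* and 375 ± 9.20 (SD, n = 3) with *shScr* (log2 fold change -0.11, limma adjusted p = 0.45). The spindle checkpoint kinase gene *Bub1*, the cyclin A2 gene *Ccna2* and the replication clamp gene *Pcna* had log2 fold changes of 0.08, -0.08 and 0.00 (limma adjusted p = 0.70, 0.75 and 1.00). Together the cell cycle genes had a median log2 fold change of -0.08, camera adjusted p = 0.35, and adjusted p = 0.51 with an estimated correlation. Over wider lists, 31 S phase genes had a median log2 fold change of -0.20, camera adjusted p = 8.7e-06, and adjusted p = 0.37 with an estimated correlation. The 36 genes of G2 and M phase had a median log2 fold change of -0.05, camera adjusted p = 0.33, and adjusted p = 0.82 with an estimated correlation. Of 19 CDK inhibitors and p53 targets, *Cdkn2a*, an inhibitor of cyclin D kinases, rose (1.27, limma adjusted p = 0.0025), *Ccng1* fell (the same numbers when adjusted over the list alone) and 17 did not pass. For the list as a whole the median log2 fold change was 0.10 (camera adjusted p = 0.28, and adjusted p = 0.42 with an estimated correlation). *Krt15*, a keratin of basal cells, rose (2.1, limma adjusted p = 0.0011). It was the only one of 7 basal and stress keratins to do so (2 when adjusted over the list alone), and the list had a median log2 fold change of -0.09, camera adjusted p = 0.46, and adjusted p = 0.71 with an estimated correlation. Without *shId1* replicate 1 *Itgb4* had -0.63 with an adjusted p = 0.039. The *Itgb1* value went over 0.05 without *shScr* replicate 1 or 2 or *shId1* replicate 2 or 3 (limma adjusted p up to 0.12). So did *Ccnd1* without those libraries, with quantile normalization or with the compared groups only (up to 0.16). Without *shId1* replicate 2 the log2 fold change of *Ccnd1* was -0.42.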

Focusing on markers associated with the basal state revealed that silencing of *Id1* in progenitor cells resulted in reduced expression of genes linked to basal membrane anchoring and cell cycle progression (Fig. 3H), potentially coupling loss of ID1 to progenitor cell delamination and cell cycle exit. 

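After 24 h in high calcium *Itgb1* was higher in *shId1* cells, at 328 ± 13.7 (SD, n = 3) against 176 ± 40.6 (SD, n = 3) in *shScr* cells (log2 fold change 0.92, SE 0.20, limma adjusted p = 0.010), the reverse of its difference at 0 h. Over the 24 h it fell in *shScr* cells (log2 response -1.61, limma adjusted p = 2.8e-05) and had a log2 fold change of 0.19 (limma adjusted p = 0.45) in *shId1* cells. With array weights the latter was 0.29 (limma adjusted p = 0.011), and 0.43 (0.0058) without the shRNA replicates numbered 1, a setting chosen after seeing the values. The spinous gene *Cebpa*, higher at 0 h, showed the mirror image. It rose by 3.79 in *shScr* cells and by 1.50 in *shId1* cells (limma adjusted p = 2.9e-08 and 2.4e-05). At 24 h *Cebpa* was at 12.3 ± 1.39 (SD, n = 3) with *shId1* and 22.8 ± 1.2 (SD, n = 3) with *shScr* (log2 fold change -0.86, limma adjusted p = 0.0075). *Dsg1a* rose by 3.49 and 1.10 in the same order (limma adjusted p = 1.2e-06 and 0.0063).

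The difference between the responses was tested directly as an interaction, and it passed for 384 genes (193 with a higher and 191 with a lower response in *shId1* cells). It was 1.79 for *Itgb1*, -2.29 for *Cebpa*, -2.39 for *Dsg1a* and -1.36 for *Dsg1b* (limma adjusted p = 0.0059, 0.0017, 0.0075 and 0.0080). Of the 7 spinous genes 3 had a lower response in *shId1* cells (4 when adjusted over the list alone) and 4 did not pass. In the median these genes had a log2 fold change of -1.42 (camera adjusted p = 0.00046, and adjusted p = 0.29 with an estimated correlation). At 24 h none of the 7 differed by the limits, and the list had a median log2 fold change of 0.08, camera adjusted p = 0.98, and adjusted p = 0.99 with an estimated correlation. The cell cycle gene *Ccnd1* had responses of -2.51 in *shScr* and -1.45 in *shId1* cells (limma adjusted p = 4.2e-07 and 3.5e-05). For *Cdk1* these were -1.42 and -0.88 (limma adjusted p = 6.8e-08 and 3.5e-06). The interactions were 1.06 and 0.54 (limma adjusted p = 0.028 and 0.015), the second under the 2-fold limit. At 24 h *Cdk1* was at 189 ± 2.96 (SD, n = 3) with *shId1* and 141 ± 12.0 (SD, n = 3) with *shScr* (log2 fold change 0.43, limma adjusted p = 0.0042). *Bub1* was higher by 0.55 (limma adjusted p = 0.0049), and both lie under the 2-fold limit. *Ccnd1*, *Ccna2* and *Pcna* had log2 fold changes of 0.38, 0.20 and 0.18 (limma adjusted p = 0.18, 0.27 and 0.45). *Itga6* was higher by 0.51 (limma adjusted p = 0.0498) and *Itgb4* had a log2 fold change of 0.14 (limma adjusted p = 0.59). For *Lama3* it was 0.44 (limma adjusted p = 0.31, and adjusted p = 0.015 with the replicate number as a block, range 0.00019 to 0.61 over 17 settings). Without *shId1* replicate 1 at 24 h *Lama3* had 0.75 (0.048). With array weights *Lama3* had 0.71 and *Itgb4* 0.37 (limma adjusted p = 0.00019 and 0.0016).

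The anchoring genes of Fig. 3I had a median log2 fold change of 0.47, camera adjusted p = 0.076, and adjusted p = 0.72 with an estimated correlation. For these camera gave adjusted p = 0.025 with the replicate number as a block, range 0.010 to 0.20 over 17 settings. The lowest value came without the shRNA replicates numbered 1, a setting chosen after seeing the values. Without *shId1* replicate 1 at 24 h the median of these anchoring genes was 0.67 (camera adjusted p = 0.043). The cell cycle genes of the figure had a median log2 fold change of 0.38, camera adjusted p = 0.017, and adjusted p = 0.33 with an estimated correlation. None of these lists of the paper, chosen on these samples, is independent evidence. Over the 36 genes of G2 and M phase there was a median log2 fold change of 0.24, camera adjusted p = 6.0e-05, and adjusted p = 0.72 with an estimated correlation. Over 31 S phase genes there was a median log2 fold change of 0.01, camera adjusted p = 0.93, and adjusted p = 0.99 with an estimated correlation. In the interaction, 4 of 22 hemidesmosome, laminin and basement membrane genes had a higher response in *shId1* cells (6 when adjusted over the list alone) and 1 a lower one, the same number over the list alone. The list median was a log2 fold change of 0.63 (camera adjusted p = 0.00046, and adjusted p = 0.49 with an estimated correlation). Among those with the higher response were *Itga3*, *Itgb1* and the laminin beta3 gene *Lamb3*, and the lower one was the basement membrane gene *Fras1*. *Lamb3* and *Fras1* are named after their values were seen. Without *shScr* replicate 3 at 24 h neither cell cycle list was called (camera adjusted p = 0.067 and 0.070), and the median over G2 and M phase was 0.06. The adjusted p of *Itga6* went over 0.05 without any one library but *shId1* replicate 1, with a pseudocount of 0.1, quantile normalization, median-ratio scaling or the compared groups only (limma adjusted p 4.0e-06 to 0.18 over 17 settings). The count of genes with a different response was 248 without *shScr* replicate 1 at 0 h, 196 without *shScr* replicate 2 at 0 h, 180 without *shId1* replicate 2 at 0 h, 231 without *shScr* replicate 2 at 24 h and 255 without *shId1* replicate 3 at 24 h.

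**Figure D1:**
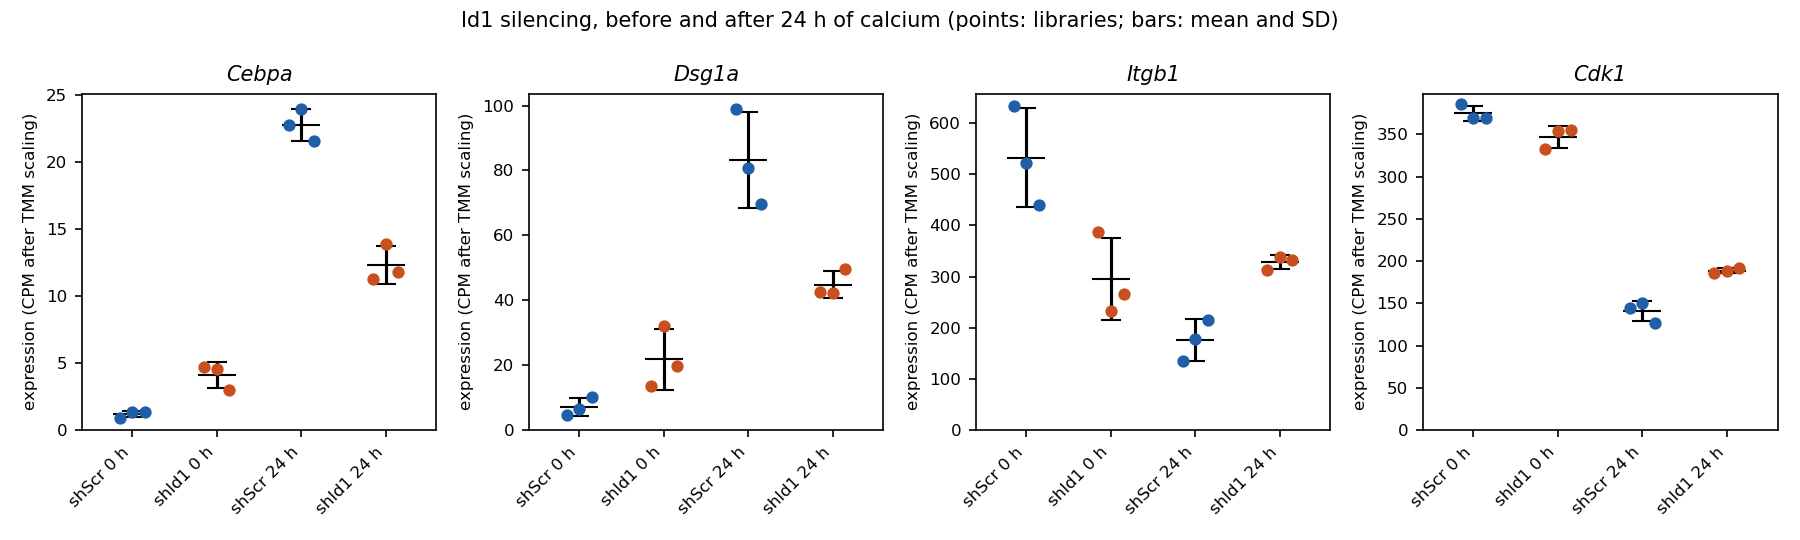
Levels of Cebpa, Dsg1a, Itgb1 and Cdk1 (CPM after TMM scaling) in each shScr and shId1 library at 0 h and 24 h, with group means and SD as bars. Itgb1 goes from 532 to 176 in shScr cells and from 295 to 328 in shId1 cells.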

Paradoxically however, comparing transcriptional profiles of *shId1* and *shScr* progenitors after 24 h of differentiation revealed that *shId1*-targeted progenitors sustained expression of basal markers normally lost during differentiation (Fig. 3I). These data suggest that, although epidermal progenitors downregulate basal markers upon ID1 silencing, their response to *in vitro* differentiation cues is impaired.

To address whether silencing of *Id1* not only affects expression of a cohort of basal genes, but also affects basal cell characteristics during lineage progression, we pulsed *in vitro* differentiated epidermal progenitors with EdU. As expected, control *shScr* progenitors rapidly exited the cell cycle and were largely EdU-negative at 24 h of differentiation; however, a significant fraction of differentiated progenitors targeted with *shId1* still incorporated EdU after 48 h of differentiation (Fig. 3J,K). In addition, we observed an enrichment of suprabasal EdU/K10 double-positive progenitors in *shId1*-silenced epidermis normally absent in *shScr*-targeted epidermis at E16.5 (Fig. 3L,M). Our work suggests that ID1 impinges on the basal-to-suprabasal transition, acting to co-ordinate and fine-tune progenitor as well as differentiation gene programs throughout epidermal lineage transition.

### Epidermal progenitor proliferation is positively regulated by ID1

Tissue development requires regulation of mechanisms balancing progenitor cell proliferation and differentiation. As downregulation of ID1 leads to diminished expression of basal progenitor cell markers (Fig. 3H), including the cell cycle regulator *Ccnd1*, we analyzed epidermal progenitor proliferation after manipulation of *Id1*. *In vivo* targeting of *Id1* reduced progenitor cell proliferation using either an shRNA or LV-CRE strategy (Fig. 4A,B; Fig. S4A), and cultured primary *shId1* epidermal progenitor cells incorporated significantly less EdU than *shScr* progenitors (Fig. 4C,D). In contrast, overexpression of ID1 in primary epidermal progenitor cells increased EdU incorporation *in vitro* (Fig. 4E,F; Fig. S4B,C), suggesting that ID1 positively regulates progenitor renewal during epidermal development.

**Fig. 4.**
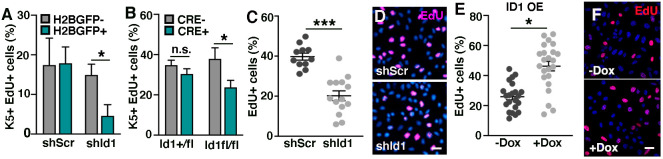
**Epidermal progenitor proliferation is positively regulated by ID1.** (A) Percentage of *in vivo* K5/EdU-positive proliferating progenitors are reduced upon *shId1* targeting compared with *shScr*-targeted epidermis at E16.5. (B) LV-CRE-mediated *Id1* ablation reduces proliferation in K5-positive epidermal progenitors in *Id1^fl/fl^* compared with *Id1^+/fl^* epidermis. (C,D) Silencing of *Id1* in cultured epidermal progenitor cells leads to reduced EdU incorporation. (E,F) Overexpression of ID1 in cultured epidermal progenitors leads to increased EdU incorporation. Data are represented as mean±s.e.m. *P<0.05, ***P<0.001 using multiple unpaired *t*-test. *n*=3 in A,B. Scale bars: 25 μm.

### Identification of ID1 gene signatures

Our data positions ID1 at the intersection of proliferation and differentiation in epidermal progenitor cells. Reasoning that silencing of *Id1* negatively affects proliferation and leads to an induction of differentiation markers, forced ID1 expression would, in addition to driving cell cycle progression, shift gene expression profiles towards a basal state. To this end, we profiled epidermal progenitor cells overexpressing ID1, as well as ID1-overexpressing progenitors asked to differentiate for 24 h (Fig. 5A; Fig. S5A). 

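Progenitors carrying ID1 behind a doxycycline-inducible promoter were compared with the same cells without doxycycline. In the order of replicates 1, 2 and 3, *Id1* was at 10.5, 13.2 and 7.15 in uninduced (-dox) and 41.6, 107 and 73.0 in induced (+dox) cells at 0 h, so it was higher in every +dox library. After 24 h in high calcium it was at 73.9, 67.5 and 59.7 without and 106, 96.0 and 76.1 with doxycycline. At 0 h this was log2 fold change 2.72, SE 0.27, limma adjusted p = 2.5e-06, and at 24 h 0.46 with a limma adjusted p = 0.23. In uninduced cells *Id1* itself rose with calcium, by 2.68 on the log2 scale (limma adjusted p = 2.7e-07), while +dox cells had a log2 fold change of 0.42 (limma adjusted p = 0.17). Without +dox replicate 2 at 0 h the latter was 0.73 (limma adjusted p = 0.015), and with array weights its adjusted p was 0.040. The values do not part transcripts of the construct from those of the gene. The paper reports a fall of *Id1* mRNA as progenitors differentiate in culture. No cells without the ID1 construct were given doxycycline. Effects of ID1 and of doxycycline therefore cannot be told apart in any comparison of +dox with -dox cells, here and below.

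Each of the 4 groups had 3 libraries. Doxycycline was given at 1 µg per ml for 3 days. Reads assigned to the genes of the table came to 21442371 to 27325840 per library in -dox and 26483300 to 35720140 in +dox cells at 0 h, and to 23721771 to 29111471 and 24226013 to 27686961 at 24 h. Library type, units, filter and limits were those of the shRNA experiment, with the 12 libraries of this experiment fitted together and 10789 genes tested. The first principal component held 79.8% of the variance and parted 0 h from 24 h, and the second held 10.7% and parted -dox from +dox. At 0 h 569 genes differed between +dox and -dox cells (460 higher, 109 lower) and at 24 h 228 (104 higher, 124 lower). The values of 567 and 227 of these genes did not overlap between the groups, which follows largely from the limits of a call. Over 24 h in high calcium 3319 genes changed without and 2699 with doxycycline.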

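After 24 h in high calcium, genes of the cornified envelope and of the inflammatory response of keratinocytes were lower in +dox than in -dox cells. The small proline-rich envelope precursor genes *Sprr2b*, *Sprr2a3* and *Sprr3* fell. Their log2 fold changes were -2.81, -2.04 and -2.00 (limma adjusted p = 4.6e-06, 4.8e-06 and 6.8e-05). The late envelope gene *Lce1i* fell as well (-1.37, limma adjusted p = 0.00011). Chemokine genes that recruit leukocytes fell too, *Cxcl2* at -3.24 (limma adjusted p = 3.6e-07), *Ccl20* at -2.74 (limma adjusted p = 6.6e-07) and *Cxcl1* at -2.30 (limma adjusted p = 4.6e-06). The largest fall was in *Car12*, a carbonic anhydrase gene (-3.54, limma adjusted p = 3.6e-07), with *Fabp4* at -2.56 (limma adjusted p = 5.3e-06) and the immediate early factor gene *Egr1* at -2.34 (limma adjusted p = 4.6e-06).

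Of 44 cornified envelope genes, 20 fell (20 when adjusted over the list alone) and 24 did not pass. The median log2 fold change of the list was -0.91 (camera adjusted p = 3.1e-12, and adjusted p = 0.32 with an estimated correlation). For the list the enrichment had an odds ratio of 84.9 (Fisher's exact test adjusted p = 1.5e-26). Of 19 alarmin and inflammation genes, 11 fell (11 when adjusted over the list alone) and 8 did not pass. Over the whole list the median log2 fold change was -1.03 (camera adjusted p = 1.2e-10, and adjusted p = 0.053 with an estimated correlation). The enrichment had an odds ratio of 129 (Fisher's exact test adjusted p = 3.3e-16). Of 21 barrier lipid genes, 2 fell (2 when adjusted over the list alone) and 19 did not pass. Across these genes the median log2 fold change was -0.32 (camera adjusted p = 0.0092, and adjusted p = 0.59 with an estimated correlation). Those that fell were the lipoxygenase gene *Alox12b* (-1.12, limma adjusted p = 0.0028) and *Them5* (-1.54, limma adjusted p = 0.033). Of 24 transcription factors of epidermal differentiation, 1 rose, the clock repressor gene *Nr1d1* (1.01, limma adjusted p = 0.00021, 1 when adjusted over the list alone), and 23 did not pass. For the list as a whole the median log2 fold change was -0.25 (camera adjusted p = 0.0022, and adjusted p = 0.40 with an estimated correlation). Among 23 Id and basic helix-loop-helix factors, *Bhlhe40* and *Bhlhe41*, a pair of transcriptional repressors, fell (-1.002 and -1.148, limma adjusted p = 0.00036 and 0.0089), and 2 fell when adjusted over the list alone. The list had a median log2 fold change of -0.06, camera adjusted p = 0.40, and adjusted p = 0.58 with an estimated correlation. The proliferation factor gene *Mycn* rose (1.82, limma adjusted p = 7.5e-06). The +dox cells did not begin from the same point. At 0 h 12 of 44 cornified envelope genes were higher in +dox cells and 3 lower, the same numbers when adjusted over the list alone. In the median these genes had a log2 fold change of 0.60 (camera adjusted p = 0.010, and adjusted p = 0.63 with an estimated correlation). Among those higher were *Cdsn* (3.14, limma adjusted p = 2.4e-09) and *Casp14* (2.16, limma adjusted p = 1.4e-08). The difference between the 24 h responses of +dox and -dox cells passed for 28 of the list, all with the lower response in +dox cells (29 when adjusted over the list alone). The list had a median log2 fold change of -1.56, camera adjusted p = 5.1e-18, and adjusted p = 0.081 with an estimated correlation for this interaction. With all 24 libraries in one fit *Sprr3* and *Alox12b* were not called (limma adjusted p = 0.12 and 0.16, ranges 1.6e-09 to 0.12 over 16 settings and 6.2e-06 to 0.16 over 16 settings). The *Them5* call was lost without any one library but +dox replicate 2 (up to 0.19) and the *Bhlhe41* call without -dox replicate 3 (0.051). The barrier lipid list was not called without +dox replicate 3 (camera adjusted p = 0.086). The 0 h envelope list was not called with all 24 libraries (camera adjusted p = 0.12) or without -dox replicate 2 (0.085).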

Focusing on downregulated DEGs (>2-fold change) at 24 h of differentiation, GO analysis revealed significantly enriched biological processes such as epidermal progenitor cell differentiation and regulation of signaling (Fig. 5B), suggesting that differentiation is hampered when ID1 is overexpressed. Expression levels of spinous markers elevated in *shId1* progenitors were found to be reduced in ID1-overexpressing progenitors compared with uninduced progenitors, albeit from a low starting level (Fig. 5C). 

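At 0 h, 3 of the 7 spinous genes were lower in +dox than in -dox cells (3 when adjusted over the list alone), *Tgm3*, *Ivl* and *Cebpa*. *Tgm3* was at 5.05 ± 0.620 (SD, n = 3) in +dox and 30.9 ± 16.9 (SD, n = 3) in -dox cells (log2 fold change -2.38, SE 0.27, limma adjusted p = 9.2e-06). *Ivl* (ENSMUSG00000049128, chromosome 3, 92570902 to 92573735 of GRCm38) was at 36.8 ± 0.599 (SD, n = 3) and 88.2 ± 12.3 (SD, n = 3) (log2 fold change -1.24, SE 0.11, limma adjusted p = 8.6e-07). *Cebpa* was at 3.25 ± 0.746 (SD, n = 3) and 7.44 ± 3.28 (SD, n = 3) (log2 fold change -1.02, SE 0.24, limma adjusted p = 0.0040).

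The desmogleins were lower with changes under 2-fold, *Dsg1a* at 19.3 ± 2.74 (SD, n = 3) against 39.5 ± 18.6 (SD, n = 3) (log2 fold change -0.92, limma adjusted p = 0.0079) and *Dsg1b* with -0.83, adjusted p = 0.0041. *Krt10* was at 6.54 ± 0.721 (SD, n = 3) in +dox and 8.69 ± 2.84 (SD, n = 3) in -dox cells (log2 fold change -0.35, limma adjusted p = 0.40), and *Tgm5* had a log2 fold change of -0.28 (limma adjusted p = 0.46). As a list the spinous genes had a median log2 fold change of -0.92, camera adjusted p = 0.00070, and adjusted p = 0.34 with an estimated correlation. They were chosen by the study on these samples, so this is not independent evidence. The 13 suprabasal keratin and desmosome genes had a median log2 fold change of -0.06, camera adjusted p = 0.66, and adjusted p = 0.91 with an estimated correlation. The starting levels differed between the experiments. Against *shScr* cells, -dox cells at 0 h had more *Tgm3* (log2 difference 4.35), *Ivl* (1.8) and *Cebpa* (2.16), in a limma fit of all 24 libraries (adjusted p = 1.1e-08, 2.9e-08 and 3.1e-07).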

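*Krt10* rose in both +dox and -dox cells over 24 h in high calcium, by 3.18 and 4.54 on the log2 scale (limma adjusted p = 2.9e-07 and 3.9e-09). It reached 69.3 ± 39.5 (SD, n = 3) in +dox and 213 ± 64.2 (SD, n = 3) in -dox cells (log2 fold change -1.71, SE 0.30, limma adjusted p = 0.0013). *Tgm3* fell too in +dox against -dox cells at 24 h (3.88 ± 0.697 (SD, n = 3) against 12.8 ± 1.8 (SD, n = 3); log2 fold change -1.61, SE 0.27, limma adjusted p = 0.00083). *Cebpa* rose by 2.33 with and by 1.38 without doxycycline (limma adjusted p = 5.9e-07 and 8.4e-05). Its level at 24 h was 18.2 ± 2.47 (SD, n = 3) and 19.1 ± 2.64 (SD, n = 3) (log2 fold change -0.07, limma adjusted p = 0.86).

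*Tgm5* rose by 2.39 and 2.78 (limma adjusted p = 1.9e-06 and 2.6e-07), and at 24 h the difference between the groups was -0.67 (limma adjusted p = 0.094). *Dsg1b* was lower by 0.94 in +dox cells at 24 h (limma adjusted p = 0.0033), *Dsg1a* by 0.77 (limma adjusted p = 0.033) and *Ivl* by 0.39 (limma adjusted p = 0.021), each under the 2-fold limit. Not every spinous gene rose with calcium in these cells. Without doxycycline *Tgm3* fell by 1.12 over the 24 h (limma adjusted p = 0.0014), and *Dsg1a* and *Dsg1b* had log2 fold changes of 0.20 and 0.22 (limma adjusted p = 0.46 and 0.31). Without -dox replicate 1 at 0 h these were 0.55 and 0.47, with adjusted p under 0.05 (0.012 and 0.020). The interaction had an adjusted p under 0.05 for *Ivl* (0.85, limma adjusted p = 0.0023). It was -1.36 for *Krt10*, 0.95 for *Cebpa* and 0.77 for *Tgm3* (limma adjusted p = 0.056, 0.088 and 0.23). At 24 h 2 of the 7 spinous genes fell (2 when adjusted over the list alone). The list median was a log2 fold change of -0.77 (camera adjusted p = 0.0013, and adjusted p = 0.37 with an estimated correlation). These genes were chosen on these samples and are not independent evidence. Of 13 suprabasal keratin and desmosome genes 1 fell, *Krt10* (1 when adjusted over the list alone), and 12 did not pass. The median log2 fold change of the list was -0.24 (camera adjusted p = 0.0051, and adjusted p = 0.56 with an estimated correlation). The *Dsg1a* difference went over 0.05 without any one library but -dox replicate 2 and the *Ivl* difference without -dox replicate 3 or +dox replicate 1 or 2. Both did so with all 24 libraries in one fit (limma adjusted p 0.0060 to 0.15 over 16 settings and 1.2e-06 to 0.10 over 16 settings).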

After 24 h of differentiation, induction of spinous gene expression in ID1-overexpressing cells was prominent, although hampered, when compared with uninduced differentiated cells (Fig. S5B). In contrast to cells silenced for ID1, we did not find alterations in basal gene expression (Fig. S5C,D). These data suggest that sustained ID1 expression during differentiation acts to slow down, rather than inhibit, epidermal differentiation.

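Among the basal genes examined after silencing, the beta1 integrin gene was at 378 ± 23.8 (SD, n = 3) in +dox and 383 ± 19.3 (SD, n = 3) in -dox cells at 0 h (log2 fold change -0.02, limma adjusted p = 0.94 for *Itgb1*). *Ccnd1* rose in +dox cells at both times. It was at 230.1 ± 39.7 (SD, n = 3) in +dox and 83.4 ± 27.1 (SD, n = 3) in -dox cells at 0 h (log2 fold change 1.49, SE 0.17, limma adjusted p = 1.1e-05), and at 119.8 ± 9.74 (SD, n = 3) and 52.6 ± 0.266 (SD, n = 3) at 24 h (log2 fold change 1.18, SE 0.17, limma adjusted p = 0.00029). The remaining changes in the integrin, laminin and cell cycle genes were under 2-fold.

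At 0 h *Itga6*, *Itgb4* and *Lama3* had log2 fold changes of -0.47, 0.56 and 0.02 (limma adjusted p = 0.0019, 0.00079 and 0.92). At 24 h *Itga6* and *Itgb1* had log2 fold changes of -0.77 and -0.52 (limma adjusted p = 9.8e-05 and 0.028). *Itgb4* and *Lama3* had values of -0.02 and -0.72 at that time (limma adjusted p = 0.93 and 0.00093). The anchoring genes had a median log2 fold change of -0.0003, camera adjusted p = 0.94, and adjusted p = 0.96 with an estimated correlation at 0 h. At 24 h they had a median log2 fold change of -0.62, camera adjusted p = 0.0092, and adjusted p = 0.34 with an estimated correlation. *Cdk1* had a log2 fold change of -0.36 at 0 h and 0.50 at 24 h (limma adjusted p = 0.015 and 0.0040), with an interaction of 0.86 (limma adjusted p = 0.0016). *Ccna2* had values of -0.19 and 0.68 at these times (limma adjusted p = 0.18 and 0.00042). For *Pcna* the values were -0.39 and -0.21 (limma adjusted p = 0.0097 and 0.16), and for *Bub1* -0.15 and 0.23 (limma adjusted p = 0.40 and 0.22). The cell cycle genes had a median log2 fold change of -0.19, camera adjusted p = 0.52, and adjusted p = 0.84 with an estimated correlation at 0 h. At 24 h these had a median log2 fold change of 0.50, camera adjusted p = 0.013, and adjusted p = 0.40 with an estimated correlation. Both lists were chosen by the study, on the shRNA libraries. Of the wider lists, 36 genes of G2 and M phase had a median log2 fold change of 0.44, camera adjusted p = 1.2e-10, and adjusted p = 0.34 with an estimated correlation at 24 h. At 0 h there was a median log2 fold change of -0.17, camera adjusted p = 0.0025, and adjusted p = 0.60 with an estimated correlation. For 31 S phase genes there was a median log2 fold change of -0.37, camera adjusted p = 2.5e-05, and adjusted p = 0.49 with an estimated correlation at 0 h. At 24 h there was a median log2 fold change of 0.01, camera adjusted p = 0.68, and adjusted p = 0.94 with an estimated correlation. Keratin genes moved in both directions. *Krt15* fell at 0 h (-2.09, limma adjusted p = 4.0e-05). *Krt17*, a keratin of stressed and follicular epidermis, rose at 0 h (3.49, limma adjusted p = 1.9e-09) and 24 h (1.06, limma adjusted p = 0.00033). The adjusted p of *Itgb1* at 24 h went over 0.05 without -dox replicate 2 or 3 or +dox replicate 1 or 2, with quantile normalization, with the compared groups only or with all 24 libraries (limma adjusted p 1.9e-07 to 0.12 over 16 settings). At 0 h that of *Cdk1* went over it without -dox replicate 2 or 3 or +dox replicate 1 or 3 (up to 0.075), and that of *Pcna* without -dox replicate 2 or +dox replicate 1 (up to 0.053). The call for the 24 h cell cycle list was lost without +dox replicate 3 (camera adjusted p = 0.058, range 0.0032 to 0.058 over 16 settings). From the spinous and basal genes together, the paper proposes that sustained ID1 slows epidermal differentiation and does not block it.

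**Figure D2:**
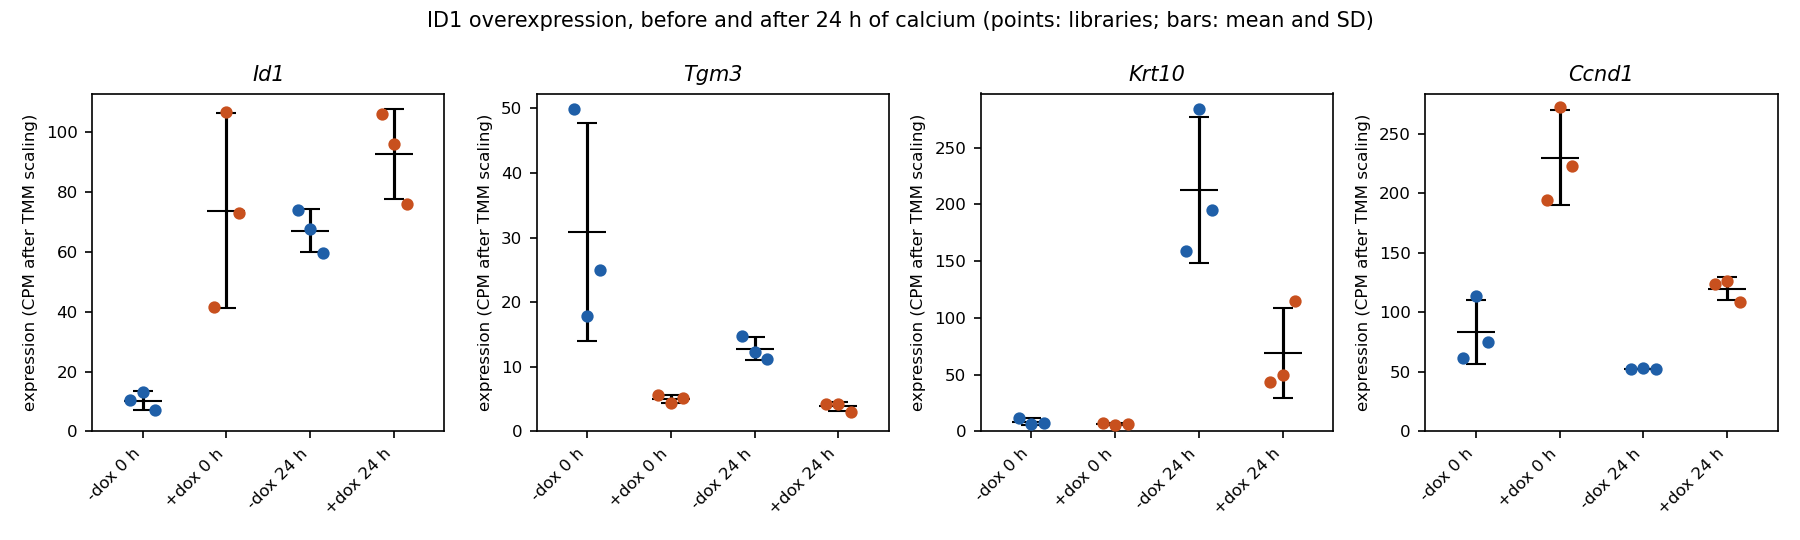
Levels of Id1, Tgm3, Krt10 and Ccnd1 (CPM after TMM scaling) in each -dox and +dox library at 0 h and 24 h, with group means and SD as bars. Krt10 goes from 8.69 to 213 without and from 6.54 to 69.3 with doxycycline.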

**Fig. 5.**
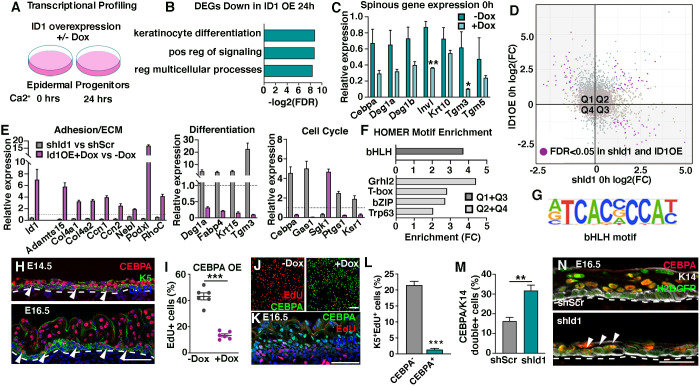
**Identification of ID1 gene signatures.** (A) ID1 is induced in a doxycycline-dependent manner and progenitor cells are differentiated and profiled (*n*=3). (B) Downregulated genes after ID1 overexpression and 24 h of differentiation. DEGs, differentially expressed genes. (C) Spinous gene expression is reduced in epidermal progenitors upon ID1 overexpression. (D) Identification of ID1 gene signatures by merging expression data from *shId1* and ID1 overexpression profiling of epidermal progenitors reveals a cohort of statistically significant genes (marked in purple) (LogFC >1 and FDR >0.05). Q1 and Q3 represent genes for which expression correlates to modulation of ID1. Q2 and Q4 represent genes that are only induced (Q2) or repressed (Q4) when ID1 levels are altered. (E) ID1 signature genes are functionally linked to adhesion and extracellular matrix (ECM) modulation, differentiation or cell cycle regulation (derived from Q1/Q3). (F) HOMER transcription factor binding motif analysis show distinct enrichment binding motifs in promoters (+400 bp from transcription start) of genes found in Q1+Q3 compared with promoters in the expressed transcriptome. (G) bHLH motif enriched in Q1+Q3 gene promoters. (H) Immunoreactivity of CEBPA and K5 in E14.5 and E16.5 localizes CEBPA to suprabasal keratinocytes and scattered basal K5-positive progenitors. Arrowheads indicate CEBPA-positive basal cells. Dashed line indicates the boundary between the basal layer of the epidermis and dermis. (I,J) Overexpression of CEBPA significantly reduces EdU incorporation *in vitro*. (K,L) Proliferating K5-positive progenitors are largely CEBPA negative. (M,N) K14/CEBPA double-positive progenitors are significantly enriched in *shId1*-targeted epidermis when compared with *shScr*. Arrowheads highlight K14/CEBPA positive cells. Dashed line indicates the boundary between the basal layer of the epidermis and dermis. Data are represented as mean±s.e.m. (C,E,I,M) and mean±s.d. (L). *P<0.05, **P<0.01, ***P<0.001 using multiple unpaired *t*-test. *n*=3-6 for quantifications (C,E,L,M). Scale bars: 50 μm (H,K,N); 100 μm (J).

Combining transcriptional profiling results from both *shId1* and ID1 overexpression in epidermal progenitor cells allowed us to define a set of 83 candidate *Id1* target genes, the expression changes of which correlated significantly (FDR>0.05) with alteration of *Id1* transcript levels (Fig. 5D, Q1 and Q3; Table S2). 

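At 0 h, 52 genes moved in opposite directions when *Id1* was silenced and in +dox against -dox cells. Of these, 29 fell with *shId1* and rose in +dox cells. They include *Id1* itself, the gene silenced and induced by design, and the others followed it. A further 23 ran against *Id1*. *Shank2*, a scaffold protein gene, followed *Id1* with log2 fold changes of -1.78 and 1.98 with *shId1* and in +dox cells (limma adjusted p = 0.00081 and 8.6e-06). So did *Cyp26b1*, which degrades retinoic acid (-1.56 and 1.85, limma adjusted p = 0.0028 and 5.8e-08), *Dpysl3* (-2.52 and 1.69, limma adjusted p = 3.7e-05 and 0.00020) and the zinc finger gene *Zfp467* (-1.68 and 1.74, limma adjusted p = 0.0011 and 7.5e-06). Among those that ran against it were *Krt15* (2.1 and -2.09), *Dock11*, an activator of small GTPases (2.05 and -1.86, limma adjusted p = 0.0024 and 0.00054), and *Hcar2*, the receptor for niacin and ketone bodies (1.69 and -2.50, limma adjusted p = 0.018 and 1.1e-06).

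Of 10761 genes tested in both experiments, 73 were called in both. Independent lists of the same lengths would place 3.82 genes in opposite directions, 2.43 following *Id1* and 1.40 running against it. A further 21 genes, 6.39 by the same calculation, moved in the same direction, all higher in both experiments. They included *Ctsc* (2.26 and 1.49, limma adjusted p = 7.6e-06 and 4.0e-05), *Spink5* (1.92 and 1.14, limma adjusted p = 0.0020 and 8.8e-05) and *Cdsn* (1.05 and 3.14). Among the genes called in both, direction with *shId1* and direction with +dox were associated (Fisher's exact test, 2-sided p = 3.8e-07). That test counts genes as independent, so its p does not measure the spread between libraries. Across all 10761 genes the Pearson correlation of the log2 fold changes was -0.12, across genes, which are not independent replicates. The experiments share no library. *Hcar2* with *shId1* lost its call without *shScr* replicate 1 or 2 or *shId1* replicate 2, or with quantile normalization (limma adjusted p 3.5e-05 to 0.091 over 17 settings). The count of genes in opposite directions was 32 without *shId1* replicate 2 and 33 without *shScr* replicate 2.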

Within this relatively small group of candidates, we identified cohorts of genes representing aspects of the *in vivo* phenotypes described upon *Id1* silencing (Fig. 5E), correlating alterations in *Id1*-associated gene signatures with ECM modulation, differentiation and cell cycle regulation.

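*Podxl*, a sialomucin of cell surfaces in the ECM cohort, followed *Id1* with log2 fold changes of -1.36 with *shId1* and 3.52 in +dox cells (limma adjusted p = 0.010 and 5.5e-10). In +dox cells *Adamts15*, *Col4a1*, *Col4a2* and *Ccn1*, which fell with *shId1*, rose by 1.8, 1.50, 1.59 and 1.40 on the log2 scale. The limma adjusted p was 2.0e-06, 3.9e-07, 2.5e-07 and 1.2e-05. *Rhoc*, a GTPase of the actin cytoskeleton, had log2 fold changes of -1.06 with *shId1* and 1.95 in +dox cells (limma adjusted p = 0.027 and 9.0e-08). *Tgm3*, *Cebpa* and *Krt15* of the differentiation cohort ran against *Id1*. The stress kinase gene *Sgk1* followed it, with log2 fold changes of -1.27 with *shId1* and 2.01 in +dox cells (limma adjusted p = 0.0053 and 1.4e-08).

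*Gas1*, a membrane protein that restrains the cell cycle (ENSMUSG00000052957, chromosome 13, 60174405 to 60177365 of GRCm38), was at 5.05 ± 1.28 (SD, n = 3) with *shId1* and 1.55 ± 0.626 (SD, n = 3) with *shScr*. It was at 0.659 ± 0.132 (SD, n = 3) in +dox and 8.67 ± 3.86 (SD, n = 3) in -dox cells (log2 fold change -2.89, SE 0.32, limma adjusted p = 8.4e-06). *Ptgs1*, the constitutive cyclooxygenase gene, had log2 fold changes of 1.37 with *shId1* and -1.38 in +dox cells (limma adjusted p = 0.00074 and 4.9e-05). Of the 18 genes shown, 13 passed in both experiments and moved in opposite directions, the manipulated *Id1* itself among them. The other 5 passed in one of them. *Ccn2*, a matricellular gene, had log2 fold changes of -1.35 with *shId1* and 1.61 in +dox cells (limma adjusted p = 0.060 and 3.5e-06) and missed with *shId1*. So did *Fabp4*, which fell in +dox cells (-1.56, limma adjusted p = 9.2e-05). *Nebl*, an actin-binding protein gene, missed the 2-fold limit with *shId1* (-0.98 with *shId1* and 1.06 in +dox cells, limma adjusted p = 0.0062 and 0.00025). *Dsg1a* and *Ksr1*, a scaffold of the MAP kinase pathway, missed it in +dox cells (1.07 with *shId1* and -0.92 in +dox cells, limma adjusted p = 0.017 and 0.016 for *Ksr1*). Without *shScr* replicate 3 or *shId1* replicate 1 *Ccn2* passed with *shId1* as well (-1.64 and -1.60, limma adjusted p = 0.041 and 0.043). The cohorts were chosen by the study on these samples and are not independent evidence. With *shId1*, *Podxl* lost its call without *shScr* replicate 2 or *shId1* replicate 2 (limma adjusted p up to 0.060), *Rhoc* without *shScr* replicate 2 or 3 or *shId1* replicate 2 or 3 (up to 0.13) and *Ksr1* without *shScr* replicate 2 or 3 (up to 0.065).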

### ID1 interacts directly with bHLH transcription factors

Lacking a DNA binding domain, ID1 is unable to affect transcription through direct chromatin interaction at target genes (Massari and Murre, 2000). To mechanistically begin to understand how ID1 affects epidermal progenitor cells, we aimed to identify epidermal ID1 binding partners. ID1, as well as family members ID2 and ID3, were overexpressed in cultured epidermal progenitor cells, after which ID-binding protein complexes were isolated and analyzed using mass spectrometry (Fig. S5E,F). We identified three known class I bHLH transcription factors, TCF3 (E2A), TCF4 (ITF2) and TCF12 (HEB), to be bound to ID1, whereas ID2 and ID3 associated exclusively with TCF12 (Table S3). Other published ID1-interacting transcription factors (Roberts et al., 2001; Yates et al., 1999) were not identified, suggesting that ID1 predominantly affects gene expression in the epidermis through binding to the TCF bHLHs. TCF3/4/12 often heterodimerize with cell type specific class II bHLH factors (Murre et al., 1989a,b), thereby acquiring cell state and context specific target gene profiles. Expression and purification of TCF3 and TCF4 in primary epidermal progenitor cells, however, failed to identify additional bHLH interactors but could independently confirm the binding of TCF3 and TCF4 to ID1, respectively (Table S3). Collectively, these data suggest that ID1 binding to TCF3, TCF4 and TCF12 acts to modulate bHLH transcriptional programs during epidermal development.

Transcription factor binding motif analysis on promoter sequences in genes differentially expressed in *shId1* and ID1 overexpression (Fig. 5D, Q1 and Q3) using HOMER motif discovery revealed enrichment of bHLH motifs in potential ID1 targets when compared with all genes expressed in epidermal progenitors (Fig. 5F,G). Interestingly, motif discovery in genes significantly altered, but uncorrelated to ID1 levels (Fig. 5D, Q2 and Q4), revealed distinct motif profiles highlighting known regulators of epidermal differentiation such as grainyhead-like (GRHL), basic leucine zipper domain (bZIP), T-box and Trp63 transcription factors (Fig. 5F,G; Fig. S5G). Taken together, these data suggest that bHLH transcriptional programs impact epidermal progenitor states through modulation of specific target genes.

### CEBPA is ectopically expressed in epidermal progenitor cells in the absence of ID1

Having identified an *in vitro* ID1 gene signature harboring enrichment of bHLH binding motifs, we singled out CEBPA for further in-depth characterization. CEBPA is an interesting ID1 signature gene – the combined loss of CEBPA and CEBPB in the developing epidermis results in hyperproliferation and epidermal barrier defects (Lopez et al., 2009). We found prominent CEBPA expression in suprabasal layers at E14.5 and E16.5. In addition, a significant subset of K5-positive basal progenitors expressed lower levels of CEBPA (Fig. 5H). *In vitro* differentiation of epidermal progenitor cells mimicked the *in vivo* expression pattern with significant upregulation of *Cebpa* mRNA and protein concomitant with differentiation (Fig. S5H,I). In line with previous reports (Lopez et al., 2009), we found that doxycycline-mediated overexpression of CEBPA in cultured epidermal progenitors significantly reduced the number of EdU^+^ cycling progenitor cells (Fig. 5I,J; Fig. S5J). Quantification of EdU-incorporation in the K5-positive basal layer at E16.5 reveals that most proliferating cells are CEBPA negative (Fig. 5K,L), confirming a role for CEBPA in repressing epidermal progenitor cell proliferation. Supporting our *in vitro* sequencing data, shRNA silencing of *Id1* resulted in an increase in the number of K14/CEBPA double-positive progenitor cells compared with *shScr* at E16.5 (Fig. 5M,N), indicating that CEBPA expression is repressed in the presence of ID1 *in vivo*. To mechanistically explore whether *Cebpa* is transcriptionally regulated through an ID1-TCF axis, we cloned a 2 kb fragment of the *Cebpa* promoter as well as a *Cebpa* enhancer (Cooper et al., 2015) containing reported functional bHLH binding E-box motifs (Cooper et al., 2015; Hu et al., 2016; Pfurr et al., 2017; Soleimani et al., 2012; Yoon et al., 2015). We found an increase in promoter and enhancer luciferase reporter activity in *shId1* epidermal progenitor cells compared with *shScr* (Fig. S5K,L), correlating to the observed increase in mRNA and *in vivo* protein expression, suggesting that *Cebpa* regulatory elements are differentially engaged in the presence or absence of ID1.

### TCF3/4/12 localize to the developing epidermis and regulate progenitor cell proliferation

TCF3, TCF4 and TCF12 are established class I bHLH ID interactors (Lasorella et al., 2001), but the expression dynamics and function of TCFs in the developing epidermis have not been elucidated. Returning to the E13 epidermal single-cell profiling (Fan et al., 2018), we found all three Tcf genes to be ubiquitously expressed in a majority of epidermal progenitor cells in both cluster 1 and 2, contrasting the cluster 1 enrichment of *Id1* (Fig. S6A,B). *In situ* hybridization confirmed the expression of *Tcf3*, *Tcf4* and *Tcf12* mRNA in K5-positive epidermal progenitors at E14.5 (Fig. 6A). Later in epidermal development (E16.5), *Tcf3*, *Tcf4* and *Tcf12* mRNA reactivity was apparent in both K5-positive progenitors as well as in suprabasal keratinocytes, only to become enriched in the K5 basal layer at E18.5 (Fig. 6A). We found decreasing expression of all Tcf genes during epidermal development (E14.5-E18.5) and higher epidermal mRNA reactivity for *Tcf3* and *Tcf12* compared with *Tcf4*. We also confirmed high expression of all three Tcf genes in the dermis at the time points analyzed (Rezza et al., 2016; Sennett et al., 2015). *In vitro* differentiation of cultured epidermal progenitors did not significantly alter the mRNA expression of *Tcf3*, *Tcf4* or *Tcf12* (Fig. S6C). Our data support a model in which the bHLH transcriptional output is controlled by spatially restricting ID protein expression.

**Fig. 6.**
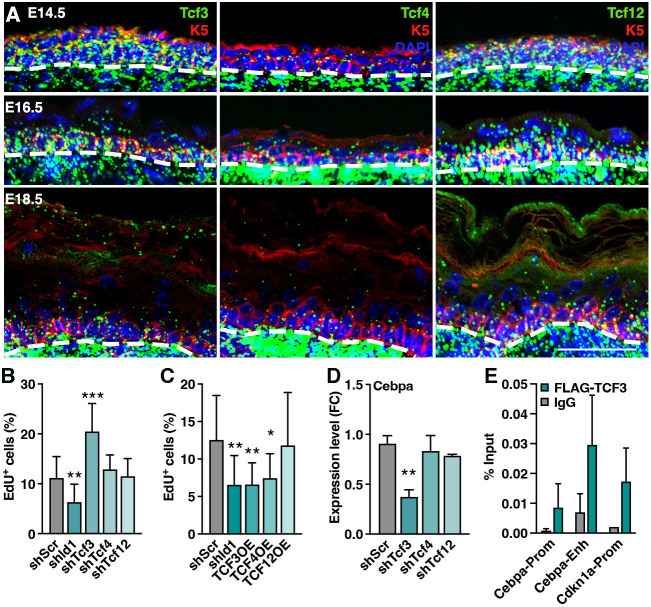
**TCF3/4/12 localize to the developing epidermis and regulate progenitor cell proliferation.** (A) Visualization of *Tcf3*, *Tcf4* and *Tcf12* mRNA (green) in skin reveal expression in epidermal progenitors at E14.5 and E16.5, with subsequent enrichment in basal layer upon induction of differentiation (E18.5). Dashed line indicates the boundary between the basal layer of the epidermis and dermis. (B) Silencing of *Tcf3*, but not *Tcf4* or *Tcf12*, promotes progenitor cell proliferation, *n*=12. (C) Overexpression of TCF3 and TCF4, but not TCF12, reduces proliferation *in vitro*, *n*=12. (D) Silencing of *Tcf3*, but not *Tcf4* or *Tcf12*, reduces *Cebpa* mRNA levels, *n*=3. (E) ChIP-qPCR for FLAG-TCF3 compared with IgG control demonstrated enrichment of TCF3 at the *Cebpa* promoter (Prom) and enhancer (Enh). *Cdkn1a* is used as positive control, *n*=3. Data are represented as mean±s.d. *P<0.05, **P<0.01, ***P<0.001 using multiple unpaired *t*-test. Scale bar: 50 μm.

To address the function of bHLH TCF transcription effectors in epidermal progenitor cells, we silenced *Tcf3*, *Tcf4* and *Tcf12* and assessed proliferation. Knockdown of *Tcf3*, but not *Tcf4* or *Tcf12*, resulted in increased EdU incorporation *in vitro* (Fig. 6B; Fig. S6D,F). In contrast, overexpression of TCF3 and TCF4, but not TCF12, reduced proliferation in cultured epidermal progenitor cells (Fig. 6C; Fig. S6E,G), suggesting that ID1 regulates epidermal progenitor cell proliferation through TCF3 (and possibly TCF4) -dependent transcriptional programs.

### *Cebpa* expression is bHLH-independent in epidermal progenitors

Our data suggest that activation of CEBPA is linked to silencing of *Id1*, *in vitro* and *in vivo*. To address whether ID1 acts to suppress *Cebpa* gene expression through sequestering of bHLH TCF transcriptional effectors, we assessed *Cebpa* mRNA expression after silencing or overexpression of TCF3, TCF4 and TCF12. Whereas silencing of *Tcf3* reduced *Cebpa* levels, overexpression of TCFs did not change *Cebpa* mRNA expression (Fig. 6D; Fig. S6H). As downregulation of TCF3 also positively affects progenitor proliferation, we performed chromatin immunoprecipitation (ChIP) followed by qPCR to determine a direct TCF3-*Cebpa* interaction. Using TCF3 binding to the *Cdkn1a* promoter as a positive control (Calero-Nieto et al., 2014; Hu et al., 2016; Pfurr et al., 2017; Wohner et al., 2016) we confirmed TCF3 binding to *Cebpa* promoter and enhancer chromatin (Fig. 6E). Modulation of TCF3 expression did not, however, correlate to alterations in *Cebpa* promoter or enhancer luciferase reporter activity (Fig. S6I,J), arguing that even though TCF3 is able to bind *Cebpa*, enhancing TCF3 activity alone is not sufficient to drive *Cebpa* transcription.

As our data suggest that upregulation of the differentiation marker *Cebpa* in *shId1*-targeted epidermis could not be explained by TCF3 activity alone, we asked whether silencing of *Tcf3* affects other genes associated with differentiation. Interestingly, epidermal progenitor cells targeted with *shTcf3*, but not consistently *shTcf4* or *shTcf12*, downregulated markers associated with differentiation which were found upregulated in *shId1*-targeted progenitors (Fig. S6K). Taken together, these data suggest that silencing of *Tcf3* affects markers of epidermal differentiation in progenitor cells.

### pSMAD1/5 activation of the *Id1* promoter is CEBPA-dependent

We noticed that modulating CEBPA expression affects *Id1* mRNA and protein (Fig. 7A,B; Fig. S7A), where high CEBPA expression acts to suppress ID1. *Id1* is a bona fide BMP target in the hair follicle stem cell lineage (Genander et al., 2014), and BMP signaling, as judged by phosphorylation of downstream effectors SMAD1/5, is active in epidermal progenitors and during *in vitro* differentiation (Fig. 7C; Fig. S7B-D). We assessed BMP sensitivity in epidermal progenitors and differentiated keratinocytes using a BMP-responsive pSMAD1/5 binding region located distally in the *Id1* promoter (Genander et al., 2014; Korchynskyi and ten Dijke, 2002). Whereas the pSMAD1/5 binding region in the *Id1* promoter responded to BMP in epidermal progenitor cells, keratinocytes differentiated for 24 h failed to efficiently activate *Id1* luciferase reporter activity in the presence of BMP (Fig. 7D), suggesting that pSMAD1/5 engagement with the *Id1* promoter is dynamically regulated during epidermal differentiation.

**Fig. 7.**
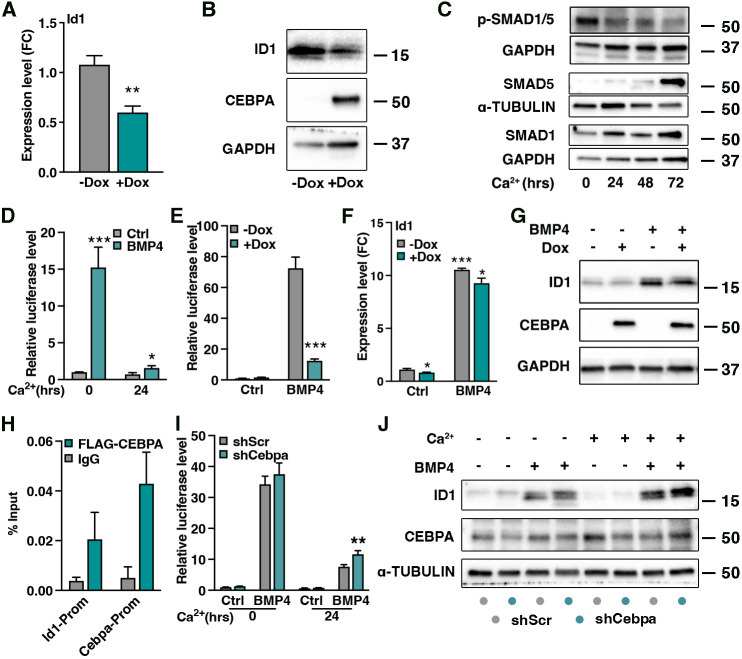
**pSMAD1/5 activation of the *Id1* promoter is CEBPA-dependent.** (A) Relative *Id1* mRNA levels upon 2 days of CEBPA overexpression (+Dox), *n*=3. (B) Protein level of ID1 is reduced upon forced CEBPA expression (+Dox). (C) pSMAD1/5 activity is pronounced in cultured epidermal progenitors and diminished upon differentiation. SMAD1 and SMAD5 are increased upon differentiation. (D) Luciferase reporter activity shows pronounced activity of a distal fragment of the *Id1* promoter in response to BMP in progenitors when compared to differentiated keratinocytes, *n*=3. (E) Forced CEBPA expression in epidermal progenitor cells inhibits the BMP-mediated activity of the *Id1* promoter, *n*=3. (F) Induction of *Id1* mRNA is impaired after BMP4 treatment in the presence of CEBPA (+Dox, green bar). Statistical comparisons are made between control groups (*), within −Dox conditions (gray bar to gray bar, ***) and between BMP4-treated groups (gray BMP4 to green BMP4, *), *n*=3. (G) Protein levels of ID1 are suppressed after BMP4 treatment when CEBPA levels are high. (H) ChIP-qPCR localizes FLAG-CEBPA at the *Id1* promoter. *Cebpa* promoter is used as positive control, *n*=3. (I) Statistical comparison made between *shScr* and *shCebpa* at 24 h of differentiation with BMP4, *n*=3. (J) Silencing of *Cebpa* enhances *Id1* promoter activity in differentiated keratinocytes and leads to upregulation of ID1. Data are represented as mean±s.d. *P<0.05, **P<0.01, ***P<0.001 using multiple unpaired *t*-test.

Chromatin binding of SMADs can be redirected upon expression of differentiation effectors (Trompouki et al., 2011). To this end, we overexpressed CEBPA in epidermal progenitor cells and found a dramatic reduction in BMP-induced response of the *Id1* promoter fragment (Fig. 7E), which correlated to reduced induction of *Id1* mRNA and protein (Fig. 7F,G). Comparing promoter activity and overall *Id1* mRNA/protein induction, the difference in reduction suggests that additional *Id1* promoter fragments drive *Id1* expression in the presence of CEBPA. ChIP-qPCR for FLAG-tagged CEBPA in epidermal progenitor cells unveiled binding of CEBPA to the BMP-responsive fragment of the *Id1* promoter [and *Cebpa* itself (Jakobsen et al., 2013; Meyer et al., 2016; Sun et al., 2018)], suggesting that CEBPA is able to modulate *Id1* transcriptional activity (Fig. 7H).

To ask if CEBPA normally acts to repress pSMAD1/5-dependent *Id1* expression, we silenced *Cebpa* in differentiated keratinocytes, a cell state in which CEBPA levels are endogenously high (Fig. 5). We found that downregulation of CEBPA potentiated BMP-mediated pSMAD1/5 activation of the *Id1* promoter in differentiated keratinocytes, albeit at a low level (Fig. 7I,J; Fig. S7E-G). Collectively, these results suggest that CEBPA can desensitize the *Id1* promoter elements to inductive BMP-mediated pSMAD1/5 transcription during epidermal commitment to differentiation.

## DISCUSSION

The transcriptional networks underlying progenitor differentiation in developing tissues are beginning to clear as more regulatory circuits are being identified. Here, we characterize transcriptional regulators in the embryonic skin to identify a new role for ID1 in epidermal development and place ID1 in a context of previously known epidermal effectors. We exploit developmental transitions forming the stratified epidermis and identify transcriptional crosstalk impacting progenitor cell states during epidermal development. Using published transcriptomics describing E13 epidermis (Fan et al., 2018), we identify *Id1* to be associated with progenitor cells committing to differentiation concurrent with stratification. Id genes have been previously implicated in human skin differentiation (Lopez-Pajares et al., 2015; Rotzer et al., 2006) and ID proteins are deregulated in human skin disease with impaired differentiation (Bjorntorp et al., 2003). Using *in utero* gene manipulation (Beronja et al., 2010), which, in contrast to transgenic recombination strategies (Andl et al., 2004; Vasioukhin et al., 1999), allows for targeting of the uncommitted single-layered epidermal progenitor population, we observe that ID1 promotes proliferative self-renewal (Fig. 4) and restricts commitment to differentiation during epidermal development *in vivo* (Fig. 3).

We find that progenitor cells devoid of ID1 are lost upon stratification (Fig. 2). Previous reports identified proliferation of basal progenitor cells as an inducer of epidermal stratification during development (Miroshnikova et al., 2018), where progenitor division results in local crowding, which induces differentiation and subsequent delamination. In contrast, stratification is suggested to precede progenitor proliferation in the adult epidermis (Mesa et al., 2018). Our work indicates that ID1-positive basal cells sustain progenitor states by coupling renewing proliferation with adhesion to the basement membrane (Figs 3 and 4). It is possible that *Id1*-silenced progenitors are outcompeted owing to additive defects in proliferation as well as adhesion. Although our *in vitro* transcriptional profiling cannot temporally delineate activation of differentiation markers from downregulation of anchoring proteins, our *in vivo* characterization indicates that delamination proceeds differentiation, identifying suprabasal K10-positive cells retaining cell cycle or basal K5 progenitor marker expression (Fig. 3). Interestingly, ID activity anchors neural stem cells to the ECM in the ventricular wall (Niola et al., 2012), suggesting that promotion of progenitor-to-niche adhesion is a common feature of ID-mediated transcriptional programs.

Although *Id1* is responding to canonical SMAD-mediated BMP signaling in cultured epidermal progenitor cells (Fig. 7), ID1-dependent phenotypes are not necessarily mirrored when altering upstream BMP signaling. Paradoxically, inhibition of BMP signaling through transgenic overexpression of BMP signaling inhibitors (He et al., 2002; Plikus et al., 2004; Sharov et al., 2003) results in epidermal hyperproliferation and reduced differentiation. In contrast, suprabasal BMP6 affects basal progenitor cell proliferation in a dose-dependent manner (Blessing et al., 1996), where low and high BMP6 induces and represses proliferation, respectively. Epidermal BMP signaling thus generally stimulates differentiation, while the effect on progenitor proliferation is dose- or context-dependent. To reconcile these phenotypes, BMP must, in addition to inducing *Id1* expression, exert ID1-independent effects on epidermal progenitor proliferation and differentiation, possibly through non-canonical BMP pathways (Botchkarev and Sharov, 2004).

ID1 promotes proliferation of immortalized keratinocytes *in vitro* (Rotzer et al., 2006) but antagonizes hair follicle stem cell (HFSC) activation *in vivo* (Genander et al., 2014). We establish ID1 as a positive regulator of epidermal proliferation *in vivo* (Fig. 4) and identify the interacting bHLH transcriptional factor TCF3 as a likely downstream effector. How ID1 promotes HFSC quiescence is unknown, but it is possible that HFSC-specific TCF heterodimerizing factors, lacking in the developing epidermis, direct the transcriptional response of TCF heterodimers in the absence of ID1. We were not able to identify additional heterodimerizing bHLH partners using cultured epidermal progenitors (Fig. 5), suggesting that TCF3 could regulate epidermal transcriptional targets as a TCF-TCF homodimer. Homodimerization of TCF3 has been demonstrated to control cell fate in pluripotent stem cells as well as in the B-cell and myogenic lineage (Neuhold and Wold, 1993; Rao et al., 2020; Shen and Kadesch, 1995). It would be interesting to functionally delineate the role of TCF dimerization in epidermal progenitors.

Focusing on CEBPA, an interesting regulator of cell cycle exit and lineage commitment (Lopez et al., 2009; Nerlov, 2007), we confirmed enrichment of CEBPA in *shId1*- compared with *shScr*-targeted progenitors *in vivo* (Fig. 5). Functional bHLH binding E-boxes are described in the *Cebpa* enhancer (Cooper et al., 2015) and promoter (Hu et al., 2016; Pfurr et al., 2017; Soleimani et al., 2012; Yoon et al., 2015) and, although we confirmed TCF3 binding to these chromatin regions (Fig. 6E), *Cebpa* luciferase reporter activity did not correlate to TCF3 levels. It is possible that overexpression of TCF3 induces a non-physiological response, explaining the lack of *Cebpa* activity, but we cannot exclude that ID1 acts upstream of *Cebpa* through TCF-independent mechanisms (Massari and Murre, 2000) and that CEBPA and TCF-mediated bHLH transcriptional programs act in parallel to cooperatively repress progenitor cell proliferation. However, it appears to be more likely, considering TCF3-binding to *Cebpa* chromatin, that additional so far unidentified co-factors are required to activate *Cebpa* transcription in a TCF-dependent manner, thereby acting to safeguard progenitor fate transitions towards differentiation.

We noticed that overexpression of CEBPA reduced *Id1* mRNA and protein levels, suggesting upstream regulation of *Id1* by CEBPA (Karaya et al., 2005; Mori et al., 2000; Saisanit and Sun, 1997). Exploiting a known BMP-sensing and pSMAD1/5-binding element in the *Id1* promoter (Genander et al., 2014; Korchynskyi and ten Dijke, 2002), we observed reduced BMP responsiveness upon differentiation or when CEBPA was introduced in progenitor cells and increased sensitivity in differentiated keratinocytes upon *Cebpa* silencing (Fig. 7). CEBPA can interact with SMAD4 (Coyle-Rink et al., 2002; Zauberman et al., 2001) and redirect chromatin binding of SMAD1 during lineage specification (Trompouki et al., 2011). We did not probe a direct CEBPA-SMAD interaction, but instead used ChIP to place CEBPA on the *Id1* promoter, suggesting that BMP and CEBPA act antagonistically to balance *Id1* transcription and thereby progenitor fate. Furthermore, the presence or absence of CEBPA determines the ability of pSMAD1/5 to activate BMP-sensing chromatin, potentially diversifying and balancing the transcriptional output in response to BMP and thereby fine-tuning epidermal lineage progression. More specifically, our work indicates that CEBPA-positive basal progenitors are refractory to BMP-induced *Id1* promoter activation and consequently fated towards epidermal differentiation. We identify ID1 as a new transcriptional effector coordinating epidermal development.

## MATERIALS AND METHODS

### Mouse husbandry

Animals were housed in pathogen-free conditions according to the recommendations of the Federation of European Laboratory Animal Science Association. All animal experiments were approved by Stockholms djurförsöksetiska nämnd (ethical permit no. N243/14, N116/16 and 14051-2019). *Id1* floxed mice have been previously described (Nam and Benezra, 2009), and Swiss mice were ordered (Janvier Labs) for *in utero* lentiviral injections with shRNAs.

### Genotyping

Ear or tail biopsies were lysed overnight at 55°C in DirectPCR lysis reagent (BioSite) in the presence of 0.1 mg/ml Proteinase K (Thermo Fisher Scientific). Lysis was stopped by heat inactivation (45 min, 85°C). Taq polymerase (5 U/µl, final concentration: 0.05 U/µl) was used for amplification in PCR buffer supplemented with 0.08 mM MgCl_2_, 0.2 mM dNTPs (all Invitrogen) and 0.4 µM primers (see Table S4). PCR products were analyzed with 2% agarose gel.

### Antibody staining

Tissue samples used in this study were either fixed before paraffin embedding or snap frozen and fixed before antibody staining with 4% formaldehyde (Sigma-Aldrich). Cells cultivated in chamber slides were subjected to the same fixative. For immunohistochemistry, antigen retrieval (R&D Systems) was performed, then blocking (Bloxall and Vector stain kit) and finally antibody incubation as indicated by the respective manufacturer's instructions. Samples used for immunofluorescence staining were cut at a thickness of 10 µm, blocked with goat serum (2.5%) and bovine serum albumin (1%) and permeabilized with 0.3% Triton X-100. When EdU was analyzed, the samples were treated with click chemistry before the antibody labeling (Click-iT, Thermo Fisher Scientific). Antibodies used for immunofluorescence staining were: ID1 (Biocheck, #BCH-1, 1:500), cleaved caspase-3 (Cell Signaling Technology, #9661, 1:400), K10 (Biolegend, #905404, 1:1000), K5 (Biolegend, #905901, 1:1000), K14 (OriGene, #BP5009, 1:1000), involucrin (Biolegend, #924401, 1:1000), TGM1 (Abcam, #ab103814, 1:1000), Flag (Sigma-Aldrich, F1804, 1:500), Cebpa (Cell Signaling Technology, #2295, 1:500). Antibodies used for immunoblotting were: Gapdh (Abcam, #ab8245, 1:5000), actin (Sigma-Aldrich, #A2228, 1:4000), tubulin (Abcam, #ab7291, 1:5000), ID1 (Biocheck, #BCH-1, 1:1000), Flag (Sigma-Aldrich, F1804, 1:5000), Cebpa (Cell Signaling Technology, #2295, 1:1000), phospho-Smad1/5 (Cell Signaling Technology, #9516, 1:1000). Smad1 (Cell Signaling Technology, #6944, 1:1000), Smad 5 (Cell Signaling Technology, #12534, 1:1000), Krt 10 (Covance, 90546, 1:1000).

### Plasmid information

Lentiviral plasmids used for silencing of *Id1*, *Cebpa* or *Tcf3/4/12* were generated by ligating the annealed short hairpin oligos into the pLKO.1 puro (Addgene plasmid #8453) or H2BGFP (Addgene plasmid #25999) vector backbone. The short hairpin sequences are listed in Table S1. The lentiviral plasmid expressing CRE and H2BRFP was modified from Addgene plasmid #25997. Expression plasmids coding for FLAG-tagged TCF3, TCF4 and ID1/2/3 were purchased from GeneCopoeia and used for co-immunoprecipitation experiments. Plasmids for inducible overexpression of ID1 and CEBPA were generated by Genescript from the pCW57.1 backbone (Addgene plasmid #38240).

### RT-qPCR

Cells and tissue samples were collected in Trizol LS Reagent (Thermo Fisher Scientific). RNA was extracted using RNAeasy (Qiagen) or Direct-zol (Zymo), and treated with DNaseI (Qiagen). After the quality check, 100 ng of total RNA was used for cDNA synthesis using SuperScript IV Vilo (Thermo Fisher Scientific). RT-qPCR was run with selected primer pairs and SYBR Green on a ViiA 7 device or a 7500 fast system (both Applied Biosystems). HPRT was used as an internal control. Primer sequences are listed in Table S1.

### RNAscope

RNA *in situ* hybridization to probe *Tcf3*, *Tcf4* and *Tcf12* was conducted using a Multiplex Fluorescent V2 kit from Advanced Cell Diagnostics, according to the manufacturer's instructions. In brief, FFPE slides were baked at 60°C for 1 h, followed by deparaffinization with two washes of xylene (5 min each) and two washes of 100% ethanol (2 min each). The slides were then dried for 5 min at 60°C, followed by incubation with hydrogen peroxide for 10 min at room temperature. The samples were then treated with protease at 40°C in the oven for 30 min, followed by incubation with *Tcf3*, *Tcf4* and *Tcf12* probes for 2 h at 40°C in the oven. After amplification with AMP (Amplification Reagent) 1, AMP 2 and AMP 3, each channel was developed by incubating HRP, fluorophore and HRP blocker sequentially based on the channels of the probe that was incubated. The samples were counterstained with DAPI (or antibodies if there were other channels available). Images were taken using a Zeiss Axioplan microscope and analyzed with Zen blue software.

### Single-cell RNA-sequencing

The datasets (E13_WT: 929 cells; E15_WT: 633 cells) provided by Fan et al. (2018) were obtained from the GEO database (GSE102086), transformed into a matrix and used as an input for the R package Seurat (version 2.3.0). For the E13 dataset, cells with less than 500 genes, more than 8500 genes and more than 5% mitochondrial genes were excluded from further analyses. Seurat was used for clustering of the dataset. Count data was log-normalized with a scaling factor of 10,000 before identification of variable features. Variable features were identified using variance stabilizing transformation and the top 2000 features were selected. Data scaling regressed out unwanted variation due to library size or mitochondrial gene content. Features were selected using principal component analysis (PCA). Nearest neighbors were identified using the first 17 principal components and clusters identified using a resolution of 0.5. Using the FindAllMarkers function, keratinocytes were identified as being positive for *Krt5* and *Krt15* expression and negative for *Pdgfra*, *Vim* and *Cd31* (*Pecam1*) (154 cells at E13). Using the function subset, re-analysis of the cells identified as keratinocytes was performed (variance stabilized transformed selecting top 2000 features, re-scaled data, re-ran PCA, performed nearest neighbor identification with six dimensions and clustering with a resolution parameter of 0.3) to visualize the expression of features of interest.

### ChIP and ChIP-qPCR

ChIP from mouse epidermal progenitor cells overexpressing FLAG-tagged CEBPA or TCF3 was performed using the MAGnify chromatin immunoprecipitation system (Invitrogen) according to the manufacturer's instructions. In brief, cells were fixed with 1% formaldehyde at room temperature for 10 min. The cross-linking was stopped by incubation with glycine (125 mM) for 5 min at room temperature. The cells were washed with ice-cold PBS twice and lysed in lysis buffer supplemented with protease inhibitor (1×10^6^ cells/50 µl lysis buffer), followed by sonicating into 200-500 bp fragments using a Bioruptor (Diagenode). The fragments were next incubated with magnetic beads, which were previously coupled with anti-Flag (Sigma-Aldrich, F1804) or IgG isotype (provided by the ChIP kit) antibodies at 4°C overnight. After washes with IP buffer1/2, the chromatin (including the input) was reverse cross-linked by incubation in reverse cross-linking buffer supplemented with proteinase K at 55°C for 15 min. The samples were then collected and purified with DNA purification magnetic beads, followed by eluting with 100 µl of elution buffer. The ChIP-qPCR was run with selected primer pairs and SYBR Green on a ViiA 7 device, and the calculations were based on the input and IgG isotype controls. Primer sequences are listed in Table S1.

### *In vitro* establishment and expansion of primary epidermal progenitors

Primary epidermal progenitor cells were established from postnatal day (P) 0 pups and maintained according to published protocols (Nowak and Fuchs, 2009) using 3T3-J2 feeders and E-Low media [75% DMEM (Gibco, 21068028), 25% F12 (Gibco,21700026), supplemented with 15% chelated fetal bovine serum (FBS) (Hyclone, #SH30071.03), 0.45 µg/ml hydrocortisone (Merck, 386698-25MG), 0.1125 nM Cholera toxin (Sigma-Aldrich, D0564-1MG), 50 µg/mL transferrin (Sigma-Aldrich, T-2252), 50 µg/ml insulin (Sigma-Aldrich, I-5500), 0.02 nM 3T (3,3′,5-triiodo-L-thyronine, Sigma-Aldrich, T-2752), 1× penicillin-streptomycin (Gibco, 15140122), 8 mM L-glutamine (Gibco, 25030081) and 0.03% sodium bicarbonate (Gibco, 25080094)]. E-low media contained 63.53 µM calcium and *in vitro* differentiation media contained 1.5 mM calcium. Epidermal progenitor cells expressing *shId1*, *shCebpa*, *shTcf3/4/12*, control *shScr* or protein coding sequences for ID1 or CEBPA were generated by lentiviral infection followed by puromycin (1 µg/ml) selection. ID1 and CEBPA expression was induced by doxycycline (1 µg/ml) for 3 days using the pCW75.1 backbone (Addgene plasmid #38240). Primary epidermal progenitors were within 20 passages.

### Production of high-titer lentivirus

Lentivirus was produced in 293TN cells (System Bioscience, LV900A-1) expanded in DMEM with 10% FBS, as previously described (Beronja et al., 2010), using pMD2/pPAX packaging plasmids (pMD2.G, Addgene plasmid #12259; psPAX2, Addgene, #12260) and calcium and the pLKO.1 (Addgene plasmid #10878) backbone. Epidermal progenitors were infected by spinoculation (1100 ***g*** for 30 min at 37°C) in the presence of 40 µg/ml hexadimethrine bromide (Beronja et al., 2010).

### *In utero* lentiviral injections

High titer lentivirus was injected into the amniotic cavity of E9.5 embryos in accordance with previous publications (Beronja et al., 2010) and with the help of Infinigene (Karolinska Institutet).

### Immunoprecipitation and mass spectrometry

The protein of interest (ID1, ID2, ID3, TCF3 or TCF4) was overexpressed by transfecting FLAG-tagged constructs into mouse epidermal progenitor cells (GeneCopoeia). Transfected cells were enriched using either puromycin or hygromycin and the FLAG-tag was precipitated using Sepharose beads pre-incubated with anti-FLAG M2 (Sigma-Aldrich, A2220) or IgG antibody. After incubation, beads were washed in Tris-buffered saline (TBS) and the precipitated protein was eluted using excess amounts of FLAG peptide (Sigma-Aldrich, final concentration 200 µg/ml in TBS). Efficiency of precipitations was confirmed using silver stain (Thermo Fisher Scientific, #24612) and, if approved, the eluate was forwarded for mass spectrometry analyses to the Proteomics Core facility, Karolinska Institutet. Interacting proteins were scored as hits based on the lack of signal in the IgG control, coverage and overall protein score.

### Luciferase reporter assay

The pGL3 basic backbone (Promega) was linearized by enzyme digestion with NheI and XhoI. Then the Id1 promoter region (336 bp), previously described by Genander et al. (2014), was cloned into the pGL3 backbone with Infusion (Takara). Mouse *Cebpa* promoter (−2 kb) and enhancer regions (Cooper et al., 2015) were amplified using the following primer pairs: Cebpa_Prom_Infu_F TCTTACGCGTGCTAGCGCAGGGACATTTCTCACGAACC; Cebpa_Prom_Infu_R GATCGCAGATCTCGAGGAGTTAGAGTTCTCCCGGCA; Cebpa_Enh_Infu_F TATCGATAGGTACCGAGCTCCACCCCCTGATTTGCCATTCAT; Cebpa_Enh_Infu_R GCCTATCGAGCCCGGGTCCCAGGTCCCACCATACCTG.

The empty pGL3 backbone was used for background control. Epidermal progenitor cells were co-transfected with the luciferase construct and *Renilla*-luciferin 2-monooxygenase RLuc transfection baseline control (in a ratio of 1:10) using Lipofectamine LTX (Thermo Fisher Scientific). Lysates were measured for luciferase activity and RLuc using the Dual Glo luciferase assay system on a Glomax reader (both Promega). To assess BMP sensitivity, cells were serum starved overnight and treated with BMP4 (200 ng/ml) for 3 h before being lysed.

### RNA-sequencing and bioinformatic analyses

Total RNA was analyzed on a bioanalyzer and used for library preparation. Samples were sequenced using a NovaSeq6000 platform (Illumina). A quality check (Fast QC/0.11.5) was run on raw sequencing reads. Raw sequencing reads were processed to obtain counts per genes for each sample. The EdgeR package was used to normalize for the RNA composition by finding a set of scaling factors for the library sizes that minimize the log-fold changes between the samples for most genes, using a trimmed mean of M values (TMM) between each pair of samples. Homer/4.10 was used to analyze promoters of genes and look for motifs that were enriched in the target gene promoters relative to all other promoters in the genome. Analyses, statistical computing and graphics were performed using R and in collaboration with National Bioinformatics Infrastructure Sweden (NBIS) at Karolinska Institutet.

### Statistical analyses

GraphPad Prism and R were used for statistical analyses, including the use of multiple unpaired *t*-test and ANOVA when applicable. Error bars show the standard deviation or standard error of the mean as specified in the figure legends. Gene enrichment was analyzed using Gene Ontology (Ashburner et al., 2000). The *n* of *in vivo* quantifications is specified in the corresponding figure legend. *In vitro* experiments have been performed multiple times to verify the conclusions displayed in the representative figure.

## Supplementary Material

10.1242/develop.201262_sup1 Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

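Poly(A) RNA of cultured mouse epidermal progenitors was sequenced as stranded libraries on an Illumina NovaSeq instrument. There were 8 groups of 3 libraries: *shScr* and *shId1* cells, and cells with inducible ID1 without and with doxycycline, each at 0 h and after 24 h in 1.5 mM calcium. The labels call the libraries biological replicates, and whether they come from separate cultures is not given in the sources used here, so the p-values measure the spread between these samples.

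The authors converted base calls with bcl2fastq 2.19.1.403, mapped reads to GRCm38 and normalized with edgeR by the TMM method. The deposited table names FPKM in its title, but its values are not divided by gene length. The authors deposited them as a normalized signal for each gene, made by TMM scaling of its reads. Dividing each column by its smallest step gives whole reads, so the values are CPM of a TMM-scaled library size. One read is worth 0.0263 to 0.0496 of a unit, depending on the library. Every value came within 0.05 of a whole read in all 24 libraries. In 18 of them there were enough low values to check the size of the step, and the other 6 were left out of tests on reads. The reads in the table came to 21442371 to 35720140 per library. Libraries of the same group correlated on the log2 scale with r between 0.976 and 0.996 over 24 pairs. Their squared differences were 8.81 to 157 times those of counting alone in the mean over genes. In that mean, spread between libraries and not read depth sets the precision. Genes with few reads were not examined apart. The table holds 10818 genes, each with a value of 1 or more in at least 4 libraries. In the shRNA experiment 40 of 63 cornified envelope, 13 of 19 suprabasal and 5 of 22 fibroblast genes listed could be tested. Krt1, Lor, Flg, Col1a1 and Vim are not in the table, so these lists lack core members, and why was not tested. Of the gene IDs 10814 were found in GENCODE release M21, from which the positions come.

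The 12 libraries of each experiment were fitted together with limma 3.58.1 in R 4.3.3 on log2(value + 0.5), with a trend of variance on expression and robust moderation. Genes with a value of at least 1 in at least 3 of the 12 libraries were tested, 10790 in the shRNA and 10789 in the overexpression experiment. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 in size, the limits of the paper with its FDR limit, printed there as over 0.05, read as under 0.05. The paper names t-tests and ANOVA, and not the test behind its list of candidate targets. Comparisons were *shId1* against *shScr* and +dox against -dox at each time, 24 h against 0 h within each group, and the interaction of treatment and time within each experiment. No group was kept in low calcium for 24 h, so changes named after calcium include any that come with time in culture. Gene lists were tested with camera, at a preset correlation between genes of 0.01 and again at a correlation estimated from the data, with Benjamini-Hochberg adjustment over the lists of a comparison, and with Fisher's exact test among the called genes. The estimated correlation is the stricter reading, and with it no list comparison of silenced or induced cells against their controls had an adjusted p under 0.05. Fisher's exact test counts genes as independent, so its p does not measure the spread between libraries. There were 33 lists, 7 taken from figures of the paper and 26 of pathways and cell types. Lists, tests, limits and the alternative settings were chosen before the data were examined.

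Genes are named by a rule set at the same time. It takes every gene the paper names for a comparison, the 10 largest rises and 10 largest falls among called genes with a mean of at least 2 in the higher group, no overlap between the groups and a symbol that is not a predicted gene, and up to 4 called members with the lowest adjusted p of each pathway or cell type list. For the responses to calcium it takes *Id1*, *Id2*, *Id3*, *Cebpa*, *Tcf3*, *Tcf4*, *Tcf12* and the spinous and basal genes of the paper, and for the genes in opposite directions the 10 with the largest smaller change. Some genes that meet the rule are not given here.

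Alternatives were a pseudocount of 0.1 or 1, no filter, a filter at 5, quantile normalization, median-ratio scaling, a fit of the compared groups only or of all 24 libraries, the replicate number as a block, array weights, no limit on the fold change, and each library left out in turn. Added after the data were seen were edgeR 4.0.16 quasi-likelihood tests on the reads recovered from the 18 libraries, and the shRNA experiment without its replicates numbered 1. Ranges given over 17 settings include the fit without those replicates. In the shRNA experiment the replicates numbered 1 stood apart at both times. At 24 h they correlated with the others of their group with r of 0.976 to 0.987, against 0.993 (*shScr*) and 0.994 (*shId1*) between replicates 2 and 3. At 0 h r was 0.984 to 0.990, against 0.996 (*shScr*) and 0.995 (*shId1*). In +dox cells at 24 h replicate 3 correlated with the others at 0.983 and 0.989, against 0.995 between replicates 1 and 2. Whether equal replicate numbers mark pairs was checked by correlating deviations from the group means. Between *shScr* and *shId1* libraries the correlations were 0.707, 0.179, 0.362 at 0 h and 0.709, 0.326, 0.298 at 24 h for numbers 1, 2 and 3, all over 0.1, the limit for pairs in the data. Only number 1 correlated best with its own number, while numbers 2 and 3 reached 0.542 at 0 h and 0.648 at 24 h with another number. The calls given come from fits without the block, and the blocked value is given where it changes a call. No other comparison met this limit.

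The test was tried on simulated data with changes added to 67 genes at 2-fold. Only genes with a control mean of at least 2 were changed, and libraries were drawn independently of each other. The spread was estimated from the libraries used for tests on reads, 8 of the shRNA and 10 of the overexpression experiment. These lack *shId1* replicate 1 at 0 h, and at 24 h *shScr* replicate 1 and *shId1* replicates 1 and 3. The shares below therefore do not cover genes at lower levels, such as *Cebpa* and *Tgm3* in *shScr* cells at 0 h, or the correlation between replicate numbers. They also do not hold the spread that the left-out libraries add, and may be too high. In the layout of the 0 h comparison of *shId1* with *shScr*, 92.5% had an adjusted p under 0.05, and 41.8% passed the fold limit too, which a true 2-fold change meets about as often as not. At 3-fold 98.5% passed both. For the 24 h comparison and the +dox comparisons at 0 h and 24 h, the shares by adjusted p at 2-fold were 89.6%, 91.0% and 100.0%. Left out were the promoter motif analysis, for which no genome sequence was used here, the chromatin data and images, which were not analysed here, and the supplementary table of candidate targets, which was not used here.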

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

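The tests of doxycycline itself, of exchanged time labels and of feeder RNA were chosen only after the result was seen.

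Genes of the ATF4 and integrated stress response were higher in +dox than in -dox cells at 0 h (median log2 fold change 0.85) and genes of cholesterol synthesis lower (-1.04), a signal in genes the paper does not discuss. Scaling between libraries is unlikely as the cause, since with another scaling each list kept at least 97.5% of its median. A change in a few genes is unlikely as well, since at least 86.4% of the members of each list moved in its direction. Doxycycline itself and ID1 cannot be told apart, because no cells without the ID1 construct were given doxycycline. In *shId1* against *shScr* cells, with no doxycycline in either, the stress response list had a median of 0.14 and the cholesterol list of -0.02. The first was 0.26 (camera adjusted p = 0.0070) without *shScr* replicate 2 and 0.24 (0.035) without *shScr* replicate 3, where the list was called.

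*Id1* rose over 24 h of calcium in -dox cells and was lower at 24 h in *shScr* cells, a difference between the responses of 3.67 (limma fit of all 24 libraries, adjusted p = 9.6e-06). An exchange of the 0 h and 24 h labels of the -dox cells is unlikely, since genes raised by calcium in *shId1* cells had a median response of 1.47 in -dox cells. At 0 h the -dox cells may have been further along the calcium response than *shScr* cells, as those genes had a median difference of 0.43 between these groups and genes lowered by calcium of -0.47. A difference between the experiments in batch, passage or density cannot be told apart from this, because each experiment has only its own libraries, and 693 genes differed between the 0 h controls.

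Alarmin and inflammation genes were higher in *shId1* than in *shScr* cells at 24 h (median log2 fold change 2.26), in genes the paper does not discuss, and the prolactin family 2c genes rose with them. Reads shared between near-identical copies are unlikely as the cause for the alarmins, since 8 genes without such copies had a median of 2.42, while for *Prl2c2*, *Prl2c3* and *Prl2c5* this stays open. RNA from 3T3-J2 feeder cells cannot be told apart from a change in the keratinocytes: the fibroblast markers had a median of -0.16, with *Postn* lower and *Col5a2*, a collagen gene, at 0.54 (limma adjusted p = 0.21). Whether *shId1* cells were further along the calcium response at 24 h cannot be told either, since genes raised by calcium in -dox cells had a median of 0.14, between the limits set for the test.

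The other results differ between groups or lie outside the genes the paper discusses. The 24 h response differed between *shId1* and *shScr* cells for 384 genes. Among them *Cebpa* had a difference of -2.29, *Itgb1* of 1.79 and *Gas1* of -2.84 (limma adjusted p = 0.0063 for *Gas1*). The response differed between +dox and -dox cells for 383 genes, and for *Cdk1* by 0.86, under the 2-fold limit. Outside the genes the paper discusses, alarmin and inflammation genes were lower in +dox than in -dox cells at 24 h, with a median of -1.03. Markers of Merkel cells and simple epithelium were higher in +dox cells at 0 h, with a median of 1.36.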

How the results depend on the processing

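The edgeR tests on recovered reads and the fits without the shRNA replicates numbered 1 were chosen only after the result was seen. No setting reversed a named gene or a pathway list that met the adjusted p limit in the main fit and in that setting. Of 427 values of named genes 326 stayed on the same side of the adjusted p limit under every planned setting, as did 98 of 120 list results. The 2-fold limit was not part of this comparison. A call lost by its fold change alone would still count among the 326. Direction is not covered where the adjusted p was over the limit. The counts of called genes stayed within 1.5 times their size with either other pseudocount, no filter, the stricter filter, quantile normalization, median-ratio scaling, the compared groups only, all 24 libraries and the replicate block. Over these settings the 0 h count for *shId1* ran from 165 to 248 and the 0 h count for +dox from 477 to 678. Left-out libraries moved the share of 0 h genes called again at 24 h between 27.0% and 37.1%. A depth of 21442371 reads or more limited little in the mean over genes, and genes with few reads were not examined apart. Genes that are not in the table could not be tested.

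Without the fold limit, which by its construction adds genes with small changes, the counts were 806 and 1577 for *shId1* at 0 h and 24 h and 3701 and 2330 for +dox. For 24 h against 0 h they were 6554 in *shScr*, 6206 in *shId1*, 8188 in -dox and 8056 in +dox cells. For different responses they were 810 with *shId1* and 1128 with +dox, and for genes in opposite directions 247. With array weights the different responses came to 661 with *shId1* and 592 with +dox, and the cause was not tested. Single libraries left out gave different responses with *shId1* for 180 (without *shId1* 0 h replicate 2) to 528 (without *shId1* 0 h replicate 1) genes, and genes in opposite directions for 32 (without *shId1* 0 h replicate 2) to 64 (without *shId1* 0 h replicate 1). The edgeR test called 323 genes for *shId1* at 0 h, 194 of them also called by limma, and the cause of the higher count was not tested. At 24 h it had 1 *shId1* library against 2 and called 305 (230 shared). For +dox at 0 h it had 1 +dox library against 3 and called 628 (505 shared), so neither count holds the spread of that group. At 24 h, with 3 against 3, it called 299 (225 shared).

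With genes raised by calcium in *shScr* cells as a list, the median in +dox against -dox cells at 24 h lost its call (camera) with a pseudocount of 0.1 (-0.053), the stricter filter (-0.053), all 24 libraries (-0.058), the replicate block (-0.056), array weights (-0.074) and no fold limit (-0.021), and ran from -0.087 to -0.035 without single libraries. At 0 h this list had 0.064 without the fold limit, no longer called, and 0.102 to 0.207 without single libraries. The genes lowered in *shScr* cells had -0.072 at 0 h without the fold limit, now called, and -0.146 to -0.030 without single libraries, and at 24 h their median turned to -0.00606 without the fold limit. In *shId1* against *shScr* cells at 24 h, the genes raised in -dox cells ran from 0.052 to 0.262 and those lowered from -0.098 to 0.068 without single libraries. The cause was not tested.

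With the replicate number as a block, 248 genes were called at 0 h and 419 at 24 h, 556 had a different response and 59 moved in opposite directions. Beside the changes given with the results, the block brought the limma adjusted p at 24 h under 0.05 for genes that included *Dsc2* (0.026), *Adamts15* (0.016), *Dsg1a* (0.025), *Ivl* (0.030), *Tgm3* (0.015), *Nebl* (0.0029), *Podxl* (0.021), *Rhoc* (0.026) and *Krt15* (0.022), and over 0.05 for *Fabp4* (0.068). At 0 h it brought the camera adjusted p under 0.05 for the ATF4 list (0.048) and the mitochondrial list (0.0052), with medians of 0.14 and 0.30 in *shId1* against *shScr* cells. Array weights brought the limma adjusted p under 0.05 for genes that included *Id1* (0.014), *Ccna2* (0.0061) and *Pcna* (0.013) with *shId1* at 24 h, and the compared groups only for *Id1* (0.044) and *Tgm5* (0.0016) in +dox cells at 24 h, none with a change over 2-fold. The planned motif comparison of promoters was not run, as it needs a genome sequence.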

Differences from the paper's values

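The comparison without the shRNA replicates numbered 1 was chosen only after the result was seen. The paper's count of candidate targets, 83, stands against 52 genes here, at over 2-fold and an adjusted p under 0.05, as the FDR limit that the paper prints as over 0.05 was read. The test here is limma, as the paper does not name the one behind this list. Of the 23 alternatives set before the data were examined none gives 83, and 7 come within 1.5 times of it, the limit for a difference: a pseudocount of 0.1, all 24 libraries, the replicate block, array weights, and leaving out *shId1* replicate 1, -dox replicate 3 or +dox replicate 3 at 0 h. The others do not, and the range is 32 to 247. Without the shRNA replicates numbered 1 the count is 62, a setting chosen after seeing the values. Which of the paper's genes any setting drops was not counted, as its list was not used here.

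For *Tgm3* in *shId1* against *shScr* cells at 0 h, the paper shows a fold of about 22 in Fig. 3A, read by eye, against 6.92 here (SD 2.54). None of the 16 alternatives closes this, with a range of 5.14 to 12.4. The fold is a ratio of mean values, so only another scaling or a left-out library could change it. The other alternatives return the same fold by construction and are no test. For *Gas1* it shows a fold of about 5 in Fig. 5E, read by eye, against 3.26 here (SD 0.824). None of the 16 alternatives reaches it, with the same limit on which of them could change the fold. Those without *shScr* replicate 3, *shId1* replicate 1 or *shId1* replicate 3 at 0 h come within 1.5 times of it, the others do not, and the range is 2.76 to 4.19.

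Of the basal genes that Fig. 3H shows as lower in silenced progenitors, *Itgb4* had a limma adjusted p = 0.051 and *Cdk1* of 0.45 here, while *Itgb1* and *Ccnd1* were lower (adjusted p = 0.024 and 0.041), both by less than 2-fold. The adjusted p of *Itgb4* goes under 0.05 with all 24 libraries, the replicate block, array weights or without *shId1* replicate 1, each time with a change under 2-fold, and that of *Cdk1* in no setting. Fig. 3I shows *Ccnd1* as higher at 24 h, where it had a limma adjusted p = 0.18 here, under 0.05 with the compared groups only or array weights. *Itga6*, *Itgb1*, *Bub1* and *Cdk1* were higher there with an adjusted p under 0.05, none by more than 2-fold, and the adjusted p of *Itga6* (0.0498) goes over 0.05 in most settings. The paper states that basal genes did not change with ID1 overexpression, and here *Ccnd1* rose at 0 h (1.49) and 24 h (1.18). Other basal genes of Fig. 3H had changes under 2-fold with an adjusted p under 0.05. At 0 h these were *Itga6* (-0.47), *Itgb4* (0.56), *Cdk1* (-0.36) and *Pcna* (-0.39), and at 24 h *Itga6* (-0.77), *Itgb1* (-0.52), *Lama3* (-0.72), *Cdk1* (0.50) and *Ccna2* (0.68). Of the genes of Fig. 1I and 1J, *Fabp4*, *Krt10* and *Fn1* had an adjusted p over 0.05 here (limma adjusted p = 0.060, 0.072 and 0.094), and *Dsc1*, *Dsc2* and *Sprr1b* one under 0.05 with a change under 2-fold. The adjusted p of *Fabp4* goes under 0.05 with the compared groups only, all 24 libraries or array weights, that of *Krt10* with array weights or without *shId1* replicate 3, and that of *Fn1* with all 24 libraries, the replicate block, array weights or without *shId1* replicate 1. All 3 do so without the shRNA replicates numbered 1, chosen after seeing the values. Here p was adjusted over all genes tested, while the paper's figures used multiple unpaired *t*-tests on chosen genes. At an unadjusted limma p under 0.05 at 0 h, the 7 genes of Fig. 1I were all higher. The 7 of Fig. 1J were all lower. So *Fabp4*, *Krt10* and *Fn1* missed that limit only after adjustment. Of Fig. 3H, 3 anchoring genes were lower by unadjusted p and 1 by adjusted p. The cell cycle count of Fig. 3H (1 lower) and both counts of Fig. 3I (2 higher each) did not change. The paper reports that *Id1* mRNA falls on differentiation in culture, while here it rose over 24 h in -dox cells and was lower in *shScr* cells. It reports no significant change of *Tcf3*, *Tcf4* and *Tcf12* mRNA on such differentiation. Here *Tcf12* was lower at 24 h in every group, *Tcf3* in *shScr* and *shId1* cells, and *Tcf4* in -dox and +dox cells.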

Other observations

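The repeats of the regroupings with the effect common to both times taken out were chosen only after the result was seen. At 0 h, transcripts of 2 further gene lists differed between +dox and -dox cells, at the preset correlation between genes only. *Trib3*, a pseudokinase induced by ATF4, rose (2.92, limma adjusted p = 5.6e-10), with *Pck2*, the mitochondrial PEP carboxykinase (1.93, limma adjusted p = 9.0e-08), *Aldh18a1* of proline synthesis (1.77, limma adjusted p = 1.8e-08) and *Psph* of serine synthesis (1.64, limma adjusted p = 1.1e-07). Of 22 genes of the ATF4 and integrated stress response, 10 rose (10 when adjusted over the list alone; camera adjusted p = 2.1e-09, and adjusted p = 0.066 with an estimated correlation; odds ratio 19.1, Fisher's exact test adjusted p = 1.2e-07). Sterol genes fell. *Insig1*, which retains the sterol sensor in the endoplasmic reticulum (-1.89, limma adjusted p = 3.0e-09), and *Nsdhl* and *Cyp51*, enzymes that demethylate sterols (-1.47 and -1.45; limma adjusted p = 3.7e-08 and 4.3e-08), were among 12 of 21 cholesterol synthesis genes that fell (12 when adjusted over the list alone; camera adjusted p = 4.4e-16, and adjusted p = 0.051 with an estimated correlation; odds ratio 146, Fisher's exact test adjusted p = 5.3e-18). At 24 h the cholesterol list had a median log2 fold change of -0.41, camera adjusted p = 9.8e-07, and adjusted p = 0.21 with an estimated correlation. The stress response list was mixed by then. Without the fold limit 7 of its genes were higher and 3 lower in +dox cells by limma adjusted p, against 16 and 1 at 0 h. In *shId1* cells at 24 h the stress response list moved up too, with *Chac1*, which degrades glutathione (1.65, limma adjusted p = 0.0012), and the cystine transporter gene *Slc7a11* (1.16, limma adjusted p = 0.00040) among 3 of 22 genes that rose (4 when adjusted over the list alone). Over the whole list the median log2 fold change was 0.48 (camera adjusted p = 9.4e-08, and adjusted p = 0.44 with an estimated correlation).

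Among the largest rises in +dox cells at 0 h were those of *Parm1*, a mucin-like membrane protein (3.61, limma adjusted p = 1.4e-07), *Gc*, which encodes the vitamin D binding protein (3.27, limma adjusted p = 2.4e-07), and *Alcam*, an adhesion molecule (3.16, limma adjusted p = 9.0e-08), and among the largest falls those of the transcription factor gene *Sox6* (-2.83, limma adjusted p = 9.1e-08) and *Ackr3*, a chemokine scavenger (-2.42, limma adjusted p = 6.0e-06). Of 22 hemidesmosome, laminin and basement membrane genes 4 rose (4 when adjusted over the list alone), among them *Hspg2*, which encodes perlecan (1.34, limma adjusted p = 1.9e-05). Across these genes the median log2 fold change was 0.35 (camera adjusted p = 0.00019, and adjusted p = 0.28 with an estimated correlation). Of 21 genes of ECM degradation 4 rose (4 when adjusted over the list alone), among them *Plaur*, the urokinase receptor gene (1.84, limma adjusted p = 0.00013). For the list as a whole the median log2 fold change was 0.26 (camera adjusted p = 0.0051, and adjusted p = 0.066 with an estimated correlation). Of 18 YAP targets 6 rose (6 when adjusted over the list alone), among them *F3* (1.45, limma adjusted p = 7.4e-08). In the median these genes had a log2 fold change of 0.50 (camera adjusted p = 2.6e-06, and adjusted p = 0.066 with an estimated correlation). Among the called genes the list had an odds ratio of 11.4 (Fisher's exact test adjusted p = 0.00056). Of 10 BMP and SMAD targets 4 rose and 1 fell (the same numbers when adjusted over the list alone), *Id1* and *Id2* (1.73, limma adjusted p = 3.1e-06) among those that rose. The list median was a log2 fold change of 0.82 (camera adjusted p = 0.013, and adjusted p = 0.25 with an estimated correlation). Of 4 markers of Merkel cells and simple epithelium 3 rose at 0 h (3 when adjusted over the list alone), with the simple keratin genes *Krt18* at 2.48 (limma adjusted p = 1.6e-06) and *Krt7* at 1.72 (limma adjusted p = 1.1e-06) (camera adjusted p = 0.010, and adjusted p = 0.34 with an estimated correlation), and at 24 h the list had a median log2 fold change of 1.16, camera adjusted p = 0.0051, and adjusted p = 0.34 with an estimated correlation. With array weights that list was not called (camera adjusted p = 0.058).

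The genes raised or lowered by calcium in one experiment were tested as lists in the other, which shares no library with it. Genes raised in -dox cells (1582 genes) had a median of 0.15 in *shId1* against *shScr* cells at 0 h, with 68.0% above 0, and genes lowered (1720) of -0.08. At 24 h these medians were 0.14 and -0.01. Camera gave p = 8.0e-06 and 1.1e-04 for the genes raised and lowered at 0 h, and 4.3e-05 and 0.53 at 24 h (0.33 or more at an estimated correlation). Genes raised in *shScr* cells (1164) had a median of 0.14 in +dox against -dox cells at 0 h and -0.06 at 24 h, and genes lowered (857) of -0.09 and 0.11. Camera gave p = 0.0048 and 0.043 for the genes raised and 0.26 and 0.00037 for those lowered (0.42 or more at an estimated correlation). Of the genes lowered, 58 were called higher and 3 lower in +dox cells at 0 h, against the direction of their median. The controls of the experiments differed at 0 h, with less *Id1* (-3.08, limma adjusted p = 2.5e-06) and *Id2* (-2.57, limma adjusted p = 9.0e-10) and more *Krt15* (2.42, limma adjusted p = 4.4e-06) in -dox than in *shScr* cells (limma). Of the genes of the E-protein partners of ID1, *Tcf3* fell with calcium in *shId1* cells (-1.12, limma adjusted p = 0.00095) and was lower under the 2-fold limit in *shScr* cells (-0.57, limma adjusted p = 0.041), which was lost without replicate 2 or 3 at 0 h or replicate 1 or 2 at 24 h (up to 0.17). In -dox and +dox cells *Tcf3* had log2 fold changes of 0.24 and 0.06 (limma adjusted p = 0.13 and 0.73), the first at 0.35 (0.043) without -dox replicate 2 at 0 h. *Tcf4* fell in -dox (-1.03, limma adjusted p = 5.4e-05) and +dox cells (-1.19, limma adjusted p = 1.5e-05), and had -0.07 in *shScr* and -0.06 in *shId1* cells (limma adjusted p = 0.73 and 0.79). *Tcf12* fell in +dox cells (-1.07, limma adjusted p = 3.9e-07) and was lower under the 2-fold limit in -dox (-0.99, limma adjusted p = 6.0e-07), *shScr* (-0.72, limma adjusted p = 0.00017) and *shId1* cells (-0.52, limma adjusted p = 0.0022).

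The remaining lists held few calls. For p53 targets and CDK inhibitors in *shId1* cells at 24 h, 2 of 19 fell (3 when adjusted over the list alone), *Ccng1* and the stress sensor gene *Sesn1* (-1.24, limma adjusted p = 0.017; median log2 fold change -0.24, camera adjusted p = 0.017, and adjusted p = 0.33 with an estimated correlation), a list no longer called without *shScr* replicate 3 (median -0.16, camera adjusted p = 0.070) or *shId1* replicate 1 (0.086), range 0.0039 to 0.086 over 17 settings. *Sesn1* lost its call without *shScr* replicate 1 or 2 or *shId1* replicate 2 or 3 (limma adjusted p up to 0.066). In +dox cells at 0 h, Notch pathway genes had a median log2 fold change of -0.03, camera adjusted p = 0.94, and adjusted p = 0.96 with an estimated correlation, with the fringe gene *Lfng* at 1.57 (limma adjusted p = 2.9e-06). Interferon response genes had a median log2 fold change of -0.04, camera adjusted p = 0.78, and adjusted p = 0.91 with an estimated correlation, with the tetherin gene *Bst2* at 1.14 (limma adjusted p = 0.00012), and markers of hair follicle and sebocytes a median log2 fold change of 0.93, camera adjusted p = 0.16, and adjusted p = 0.57 with an estimated correlation, with the follicular keratin gene *Krt75* higher (limma adjusted p = 2.9e-06). Fibroblast markers had a median log2 fold change of 0.05, camera adjusted p = 0.53, and adjusted p = 0.65 with an estimated correlation, the mitochondrial-encoded genes a median log2 fold change of -0.08, camera adjusted p = 0.11, and adjusted p = 0.64 with an estimated correlation and the erythroid and housekeeping genes a median log2 fold change of 0.09, camera adjusted p = 0.66, and adjusted p = 0.91 with an estimated correlation. Of endothelial markers 1 was measured, *Kdr*, a VEGF receptor gene (1.26, limma adjusted p = 8.9e-05), and of melanocyte markers 2. At 24 h the mitochondrial-encoded genes were higher in +dox than in -dox cells (median log2 fold change 0.24, camera adjusted p = 0.019). The list was not called with all 24 libraries (camera adjusted p = 0.096) or array weights (0.19), range 0.0050 to 0.25 over 16 settings.

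Regrouping the libraries asks whether a division of them by chance gives as many genes. The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In each of the 8 comparisons of 2 groups the real split was 1 of 10 with as many called genes, and no other split called more than 1 gene. For the share of 0 h genes called again at 24 h and for genes in opposite directions regrouping is no test, since no other split of the 0 h libraries called a gene. The splits took no account of the replicate numbers. For different responses with *shId1*, 3 of 100 regroupings gave as many genes, the highest 656, and 1 of 100 with the effect common to both times taken out, the highest other 281. For different responses with +dox, 7 of 100 gave as many, the highest 859, so a division by chance is not ruled out by that test, and 1 of 100 with the common effect taken out, the highest other 47.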
